# Mannose controls mesoderm specification and symmetry breaking in mouse gastruloids

**DOI:** 10.1016/j.devcel.2024.03.031

**Published:** 2024-04-17

**Authors:** Chaitanya Dingare, Dominica Cao, Jenny Jingni Yang, Berna Sozen, Benjamin Steventon

## Abstract

Patterning and growth are fundamental features of embryonic development that must be tightly coordinated. To understand how metabolism impacts early mesoderm development, we used mouse embryonic stem-cell-derived gastruloids, that co-expressed glucose transporters with the mesodermal marker *T/Bra*. We found that the glucose mimic, 2-deoxy-D-glucose (2-DG), blocked *T/Bra* expression and abolished axial elongation in gastruloids. However, glucose removal did not phenocopy 2-DG treatment despite a decline in glycolytic intermediates. As 2-DG can also act as a competitive inhibitor of mannose in protein glycosylation, we added mannose together with 2-DG and found that it could rescue the mesoderm specification both *in vivo* and *in vitro*. We further showed that blocking production and intracellular recycling of mannose abrogated mesoderm specification. Proteomics analysis demonstrated that mannose reversed glycosylation of the Wnt pathway regulator, secreted frizzled receptor Frzb. Our study showed how mannose controls mesoderm specification in mouse gastruloids.

## Introduction

During embryonic development, cell differentiation must be coupled with cell growth and proliferation to yield well-proportioned tissues and organs. Pre-implantation mouse embryos rely on pyruvate as a carbon source.^1^ However, as gastrulation begins, peri- and post-implantation embryos rely more on glucose, concomitant with an acceleration in embryo size from 600 cells to 90,000 cells in just 2 days.^2–5^ This raises a key question of how glucose metabolism is coupled to cell fate specification to coordinate growth, patterning, and morphogenesis. Glucose metabolism is comprised a complex set of various metabolic pathways including various catabolic reactions and anabolic reactions. Additionally, glucose is converted into other hexoses such as mannose, fucose, and galactose. These hexoses are further modified to form metabolic intermediates such as N-acetylglucosamine and N-acetyl galactosamine that are used in protein glycosylation, an important post-translational modification (PTM) that dictates the intracellular localization of proteins. Therefore, there are multiple ways in which glucose metabolism has the potential to coordinate growth and cell fate specification.^6^

Qualitative studies on chicken embryos have shown a requirement for glucose in the tailbud of the embryo, highlighting the importance of glucose metabolism in this tissue.^7^ This finding was recently corroborated by blocking glucose metabolism using a glycolysis inhibitor, 2-deoxy-D-glucose (2-DG) and revealed an inhibition of mesoderm specification via inhibition of the Wnt signaling pathway.^8^ It was later shown that glycolysis-dependent lactic acid produced by the tailbud cell population was responsible for maintaining a basic intracellular pH subsequently regulating the acetylation of β-catenin and activation of Wnt signaling.^8,9^ In addition, tailbud explants from the mouse embryo have disrupted pre-somitic mesoderm (PSM) development and somitogenesis when incubated in the glucose free medium. It was subsequently demonstrated that glycolytic flux also regulates Wnt signaling and the PSM development in the mouse embryo.^10,11^ Together, these studies highlight a conserved importance of glucose metabolism in mesoderm development during tailbud stages of development. It is likely that glucose metabolism is playing an important role in gastrulation stages also, as mouse mutants for glucose transporters Glut1 and Glut3 as well as glycolytic enzymes hexokinase II and glucose phosphate isomerase show defects in germ layer specification and die post gastrulation.^4,12–14^ However, a minimal system is required to isolate specific mechanisms that couple metabolism and developmental signaling in embryonic cells.

Gastruloids are aggregates derived from mouse embryonic stem cells (ESCs).^15^ *Brachyury* (*T/Bra*)-expressing mesodermal cells are specified upon Wnt pathway activation and subsequently aggregate at one pole marking it as the posterior, breaking symmetry of the gastruloids.^15,16^ These specification, patterning, and morphogenetic events resemble those *in vivo* mouse embryos, yet occur in the absence of extra-embryonic tissues and signals.^16,17^ Furthermore, in gastruloids, mesoderm specification and axial elongation are temporally separated, making it possible to perturb metabolic enzymes in time-windows ascribed to each biological process using small molecule inhibitors. The effect of such treatments can be easily monitored in a high-throughput and non-invasive manner. Therefore, gastruloids offer a simple and high-throughput model system to shed light on the role of glucose metabolism in mesoderm specification.^18^

To address the role of glucose metabolism in mesoderm specification, we first analyzed the expression pattern of glucose transporters and found that *Slc2a1* and *Slc2a3* are specifically expressed in the mesodermal cells and neural cells. 2-DG treatment specifically blocked the specification of mesodermal cells, impairing axial elongation. Even though our metabolomics data suggested that 2-DG efficiently blocked glycolysis in the gastruloids, removing glucose completely from the medium did not affect mesoderm specification and axial elongation. These results highlighted a glycolysis-independent effect of 2-DG on mesoderm specification. 2-DG shares a structural similarity with D-Mannose it can become incorporated in place of D-Mannose during glycosylation of different proteins.^19^ Therefore, we tested the possibility that the 2-DG phenotype resulted from competitive inhibition of mannose utilization by adding D-Mannose to 2-DG-treated gastruloids, which rescued mesoderm specification and gastruloid elongation. We corroborated these findings in mouse embryos where supplementing with mannose rescued the defects in mesoderm specification and proximo-distal elongation of the primitive streak caused by 2-DG. Finally, we tested the requirement for mannose production during development and assessed alterations in the glycoproteome following 2-DG and mannose treatments. Our study demonstrated a role for mannose in mesoderm specification during gastrulation.

## Results

### 2-DG, a competitive inhibitor of hexokinase, inhibited mesoderm specification and gastruloid elongation

Cellular glucose uptake is facilitated by a special type of transporter belonging to the solute carrier family 2 (Slc).^20^ To test whether gastruloids expressed glucose transporters, we analyzed publicly available single-cell RNA sequencing and tomo-seq databases.^21^ We found two genes encoding glucose transporters (*Slc2a1* and *Slc2a3*) that were expressed in the posterior region of the gastruloids, which harbors mesodermal and neural progenitor cell populations. We next performed hybridization chain reaction (HCR) staining for *Slc2a1* and *Slc2a3* mRNA along with mesodermal marker *T/Bra* and neural marker *Sox2*.^22^ We corroborated the mRNA expression analysis with immunostainings for Glut1 and Glut3 encoded by *Slc2a1* and *Slc2a3*, respectively. We found that the expression of both the transporters was gradually restricted to *T/Bra*- and *Sox2*-expressing cells between day 2 and day 5 (Figures S1A–S1F″). Both transporters were localized to the membrane of the cells with nuclear T/Bra localization (Figures S1G–S1N″).

To test whether blocking glycolysis affected gastruloid development, we treated them with 2-DG at defined intervals of the gastruloid protocol. When treated between days 4 and 5, i.e., during elongation, we observed a minor effect on gastruloid elongation (Figures 1A, 1A′, and 1C), together with a minor reduction in *T/Bra* expression relative to untreated controls (Figures 1D and 1D′). However, treatments prior to symmetry breaking and elongation (between days 3 and 4) led to an inhibition of elongation together with a loss of *T/Bra* expression (Figures 1B, B′, 1C, 1E, and 1E′). The expression of *Sox2* remained unchanged (Figures 1D, 1D′ 1E, and 1E′). Transcriptomic analysis of day 4 control and 2-DG-treated gastruloids revealed a differential expression of genes associated with anterior/posterior patterning, cell differentiation, and embryonic skeletal system development (Figure 1F). 

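Gastruloids were made from E14TG2a cells, a line of mouse embryonic stem (ES) cells, and were harvested on day 4 after 1 day of treatment. 2-DG (2-deoxy-D-glucose, a glucose analog) was given at 5 mM in 1× glucose medium, and the other groups received 1× glucose (21.25 mM), no glucose (0×) or 3× glucose (63.75 mM). The control compared with 2-DG here was the 1× glucose group. PolyA RNA was sequenced in 3 libraries per group, 12 in all, and each group holds 1 library from each of ES cell passages 13, 15 and 16. The authors deposited the estimated count of every RefSeq transcript in each library, made with StringTie after alignment with HISAT2 and removal of PCR duplicates. The total per library was 38439471 to 45956080 counts in 1× glucose (median 44253611), 33666332 to 37496932 in 2-DG (median 37009806), 31902471 to 34266196 in 0× glucose (median 32704008) and 33336139 to 40744645 in 3× glucose (median 34025455). The counts of all transcripts of a gene were added up, because 18307 of the 38911 genes are listed with more than 1 transcript. Genes with low counts were left out by edgeR's filterByExpr, which kept 16966 genes. The 4 groups were fitted together with edgeR's quasi-likelihood test on TMM-normalized counts, and p-values were adjusted by the Benjamini-Hochberg method. Levels are given as CPM, the counts scaled to a common library total with the same TMM factors. Ranges of adjusted p-values cover the alternatives to this fit, among them leaving out each library in turn, the passage as a block, DESeq2, other filters and each gene's most abundant transcript alone. Leaving out 1 library unbalances the passages between the groups, so a call lost in such a fit may reflect differences between passages. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p-value below 0.1.

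**Figure D1:**
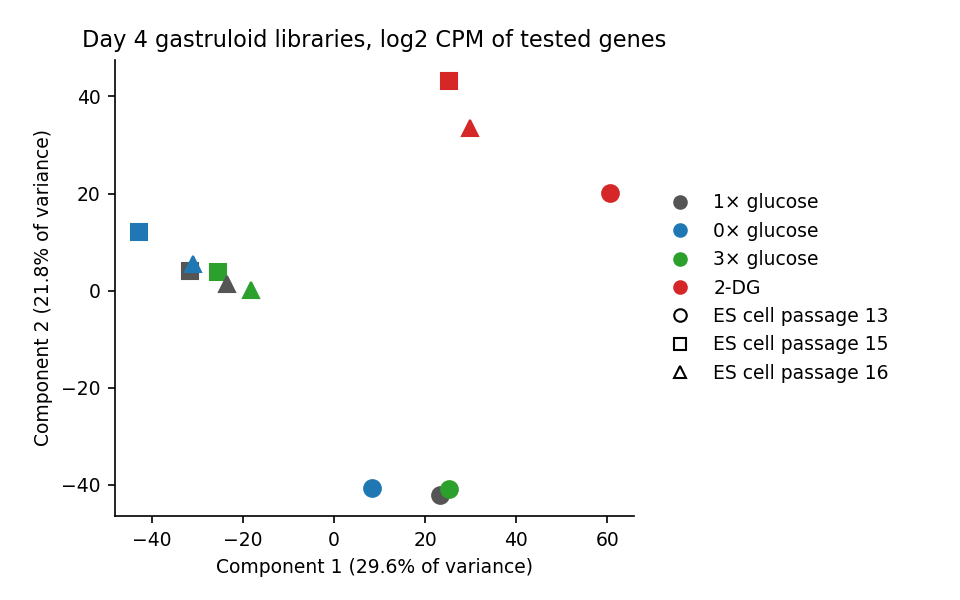
Principal-component analysis of log2 CPM over the tested genes, with component 1 (29.6% of the variance) on the horizontal axis and component 2 (21.8%) on the vertical axis. Each point is 1 of the 12 libraries, colored by treatment and shaped by ES cell passage. The 2-DG libraries lie apart from the other libraries of their passage, and among the other 9 libraries those of passage 13 lie apart from those of passages 15 and 16.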

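Of the 16966 genes tested, 2990 were differentially expressed between 2-DG and 1× glucose at an adjusted p-value under 0.05. Of these, 1547 were higher and 1443 were lower in 2-DG. An absolute log2 fold change over 1.5, the limit of the volcano plots, was passed by 241 of them, with 127 higher and 114 lower. With the ES cell passage as a block, 7001 genes were differentially expressed and these included all 2990. Leaving out 1 library gave 1734 (without 1× glucose replicate 2) to 2352 genes (without 1× glucose replicate 3). The block moved the count by the most genes. As a ratio, the same test per transcript, chosen after seeing the data, moved it most, to transcripts of 131 genes. Gene Ontology terms were not tested here. In their place, 15 gene sets written before the data were examined were tested with limma's camera, and the adjusted p-values cover 45 tests. The primitive streak genes had a median log2 fold change of −1.09 in 2-DG, with 10 of 14 genes lower and 7 changed (adjusted p = 0.000235, camera). The presomitic and paraxial mesoderm genes were not called, with a median of −0.12 and 12 of 15 genes lower (adjusted p = 0.101, camera), but they were called in 3 of the 6 fits that left out 1 library (without 1× glucose replicate 1, 2-DG replicate 2 or 2-DG replicate 3). For the neural genes, 13 of the 19 tested were higher, with a median of 0.39 (adjusted p = 0.0697, camera), and this set was called with the passage as a block (adjusted p = 0.00322, camera), by fry (adjusted p = 0.0389) and in 4 of the 6 fits that left out 1 library (without 1× glucose replicate 1 or 2, or 2-DG replicate 2 or 3). The primitive streak set was also called by fry (adjusted p = 0.00279) but not by camera with an estimated correlation between genes (adjusted p = 0.112). Of the 10 sets that camera called in 2-DG, 9 were called by fry and 1 with the estimated correlation.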

Many downregulated genes are related to mesoderm cell fate specification (*T/Bra, Wnt3a, Noto*, etc.) while the upregulated genes in 2-DG treated gastruloids were related to neural development (*Sox1, Dbx1*, and *Eya1*). 

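*T/Bra*, listed as 1 transcript, had 225 ± 84.6 CPM in 1× glucose and 75.9 ± 17.5 CPM in 2-DG (mean ± SD, n = 3 each). This is a log2 fold change of −1.57 (standard error 0.36, adjusted p = 0.0136, edgeR's quasi-likelihood test), and 2-DG was lower in 3 of 3 passages. The adjusted p-value rose to 0.0535 without 2-DG replicate 1 and to 0.0578 without 2-DG replicate 2 (range over the alternatives 0.000483 to 0.0578). *Wnt3a* fell from 55.6 ± 30.6 CPM to 8.44 ± 2.95 CPM (SD, n = 3 each), a log2 fold change of −2.72 (standard error 0.52, adjusted p = 0.00634, same test). *Noto* was near the detection limit, with 9, 8 and 15 counts in the 1× glucose libraries and 0 in each 2-DG library. Against a limit of 3 counts it was at least 2.94-fold lower (adjusted p = 0.0375, same test). Its adjusted p-value was above 0.05 in each of the 6 fits that left out 1 library, between 0.0613 and 0.0881 (range over the alternatives 0.00806 to 0.0995). *Mixl1*, a primitive streak gene labeled in Figure 1G, fell from 5.75 ± 1.84 CPM to 0.384 ± 0.176 CPM (SD, n = 3 each), a log2 fold change of −3.89 (standard error 0.42, adjusted p = 0.000321, same test). Of the neural genes, *Sox1* rose from 5.58 ± 2.01 CPM to 19.9 ± 8.11 CPM (SD, n = 3 each), a log2 fold change of 1.84 (standard error 0.45, adjusted p = 0.0185, same test). *Sox1* lost this call in 3 of the 6 fits that left out 1 library (range over the alternatives 4.06e-06 to 0.0735). *Dbx1* had 0 counts in each 1× glucose library and 28, 9 and 7 counts in 2-DG, too few to pass the filter on low counts. It was at least 5.97-fold higher, a bound that owes most to the 28 counts of 2-DG replicate 1. Without the filter its adjusted p-value was 0.0282 (edgeR's quasi-likelihood test). *Eya1*, summed over its 15 transcripts, had 18.7 ± 10.8 CPM in 1× glucose and 18.7 ± 8.24 CPM in 2-DG (SD, n = 3 each), a log2 fold change of 0.00 (standard error 0.65, adjusted p = 0.997, same test). The authors' deposited table lists 1 *Eya1* transcript with a log2 fold change of 5.61.

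**Figure D2:**
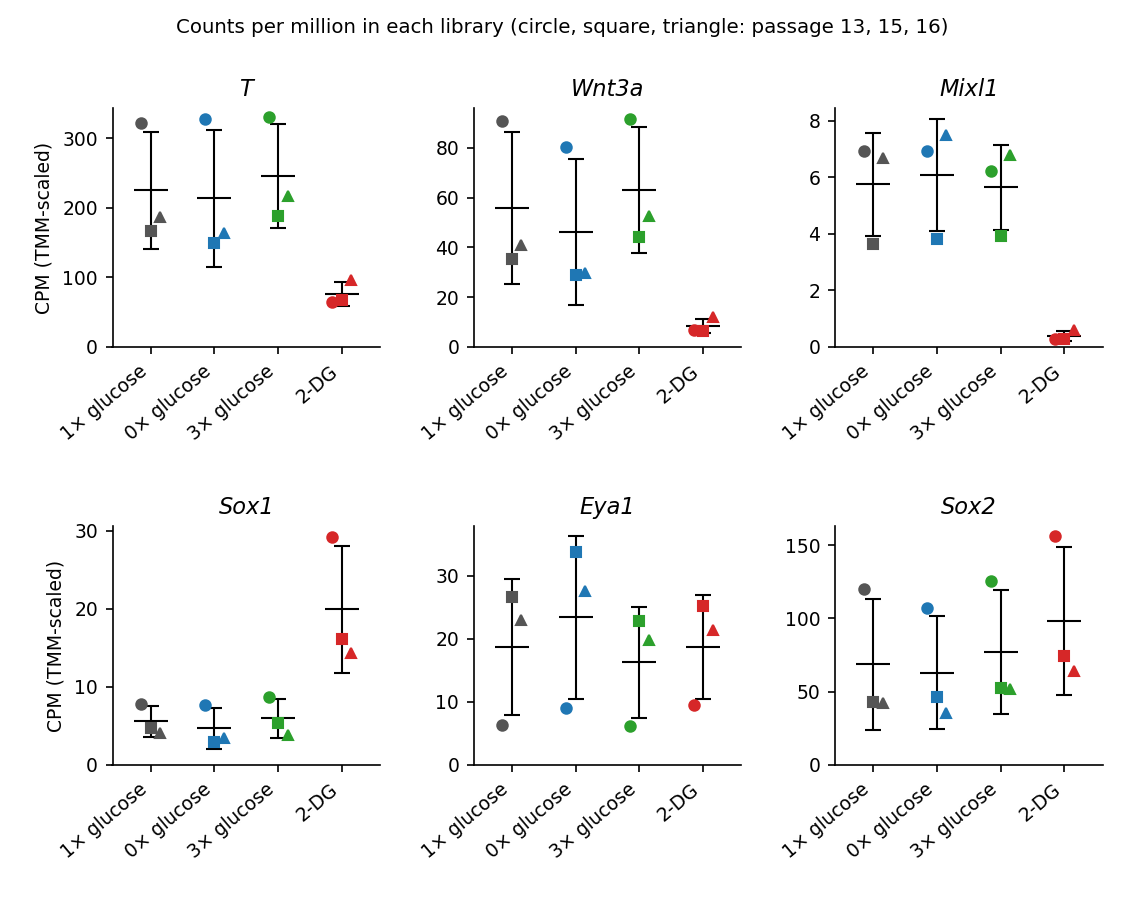
CPM (TMM-scaled, vertical axes from 0) of *T*, *Wnt3a*, *Mixl1*, *Sox1*, *Eya1* and *Sox2* in each of the 12 libraries, grouped by treatment. Points are libraries, shaped by ES cell passage (circle 13, square 15, triangle 16), and horizontal lines with bars are the mean ± SD (n = 3). For *T*, *Wnt3a* and *Mixl1* each 2-DG library lies below the 1× glucose libraries, and for *Sox1* each lies above them. For *Eya1* and *Sox2* the groups overlap.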

Genes related to Wnt signaling (*Lef1*) and to fibroblast growth factor (FGF) signaling (*Spry4, Etv1*) were downregulated in 2-DG treated gastruloids. In addition, many 5′ (posteriorly expressed) Hox genes were shown to have reduced expression pointing toward the overall suppression of posterior fate specifications in the gastruloids upon 2-DG treatment (Figure 1G). 

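Summed over its 9 transcripts, *Lef1* had 235.4 ± 76.5 CPM in 1× glucose and 176 ± 79.9 CPM in 2-DG (SD, n = 3 each). Its log2 fold change of −0.42 was within the spread between replicates (standard error 0.37, adjusted p = 0.493, edgeR's quasi-likelihood test). This value ranged from −0.74 without 2-DG replicate 2 to −0.10 without 2-DG replicate 1. Leaving out 1 library also unbalances the passages between the groups. 2-DG was lower in 3 of 3 passages, and with the passage as a block *Lef1* was called at −0.46 (adjusted p = 0.00901, same test, range over the alternatives 0.00901 to 0.882). The authors' deposited table lists 3 *Lef1* transcripts as lower, with log2 fold changes of −2.15, −2.09 and −1.79. *Spry4*, with 1 transcript, fell from 59.1 ± 9.51 CPM to 18.0 ± 6.20 CPM (SD, n = 3 each), a log2 fold change of −1.71 (standard error 0.23, adjusted p = 0.000997, same test). *Etv1* had 27.8 ± 2.48 CPM in 1× glucose and 26.6 ± 1.51 CPM in 2-DG over its 11 transcripts (SD, n = 3 each). Its log2 fold change was −0.06 (standard error 0.08, adjusted p = 0.641, same test), and it was 0.01 without 1× glucose replicate 3. In the authors' deposited table 1 *Etv1* transcript is listed at −8.42. Among 12 FGF target genes set beforehand all 12 were lower in 2-DG and 6 were changed, with a median log2 fold change of −0.33 (adjusted p = 5.27e-07, camera). Among 15 Wnt target genes 12 were lower and 2 were changed, with a median of −0.35 (adjusted p = 0.033, camera). This call was lost without 1× glucose replicate 1, 2-DG replicate 1 or 1× glucose replicate 3. Of both sets, only the FGF targets were also called by fry (adjusted p = 0.00234, against 0.205 for the Wnt targets), and neither was called with an estimated correlation.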

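Of 39 Hox genes listed, 29 passed the filter on low counts, and Hox paralog groups were numbered from 1 at the 3′ end of a cluster to 13 at the 5′ end. In 2-DG the 12 genes of groups 1 to 4 had a median log2 fold change of −0.31, the 11 genes of groups 5 to 8 one of −1.39 and the 6 tested genes of groups 9 to 13 one of −2.17. In these groups 4, 6 and 4 genes were called lower and none was called higher. *Hoxd9* changed most, from 9.00 ± 2.25 CPM in 1× glucose to 0.399 ± 0.282 CPM (SD, n = 3 each), a log2 fold change of −4.47 (standard error 0.45, adjusted p = 0.000219, edgeR's quasi-likelihood test). *Hoxa9* fell by 3.08 on the log2 scale (standard error 0.60, adjusted p = 0.00661, same test), *Hoxc9* by 2.65 (standard error 0.73, adjusted p = 0.0317) and *Hoxa10* by 1.7 (standard error 0.34, adjusted p = 0.00787). *Hoxc9* lost its call in 4 of the 6 fits that left out 1 library. *Hoxd13*, the only tested gene of group 13, had a log2 fold change of 0.68 (standard error 0.50, adjusted p = 0.401, same test). *Hoxb3*, of group 3, had 257 ± 5.99 CPM in 1× glucose and 205 ± 1.63 CPM in 2-DG over its 11 transcripts (SD, n = 3 each), a log2 fold change of −0.32 (standard error 0.04, adjusted p = 0.000477, same test). With its most abundant transcript alone *Hoxb3* was at −1.26 and lost its call (adjusted p = 0.686, same test, range over the alternatives 1.87e-17 to 0.686). Across the 29 genes the log2 fold change fell with the paralog group (Spearman's rho −0.55). Hox genes vary together and are not independent replicates, so this relation describes the 6 libraries and no p-value is given. As a set, groups 1 to 4, 5 to 8 and 9 to 13 were each called by camera (adjusted p = 0.00621, 0.000148 and 1.63e-05), and by fry. None of them was called by camera with an estimated correlation between genes (adjusted p = 0.112, 0.140 and 0.109). From the reduced expression of many 5′ Hox genes, the paper proposes an overall suppression of posterior fate specification by 2-DG.

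**Figure D3:**
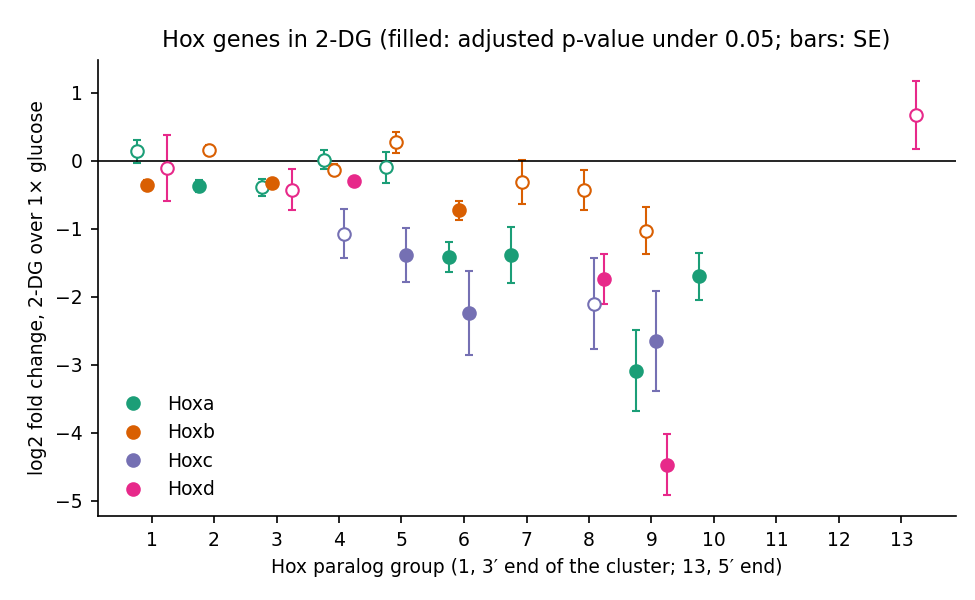
log2 fold change between 2-DG and 1× glucose (vertical axis) of the 29 tested Hox genes by paralog group (horizontal axis, 1 at the 3′ end to 13 at the 5′ end), colored by cluster. Bars are standard errors, and filled points have an adjusted p-value under 0.05. Filled points of groups 1 to 4 lie between −0.37 and −0.29, and those of groups 9 to 13 between −4.47 and −1.7.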

Key expression changes were validated by HCR, i.e., *T/Bra* (Figures 1H and 1H′), *Wnt3a* (Figures 1I and 1I′), an FGF target gene *Etv4* (Figures 1L and 1L′), a Wnt target gene *Lef1* (Figures 1J and 1J′), and the late Hox gene *Hoxc6* (Figures 1O and 1O′) all showed a reduction in the 2-DG treated gastruloids. Expression of the neural marker *Sox2* (Figures 1M and 1M′) remained unchanged, and *Sox1* (Figures 1N and 1N′) showed a mild increase in the treated gastruloids. Although the *Wnt3a* mediated *T/Bra* expression is abrogated upon 2-DG treatment, we did not observe any effect on a broad range Wnt target *Axin2* (Figures 1K and 1K′). 

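In the RNA sequencing data of 2-DG against 1× glucose, the FGF target gene *Etv4* fell from 192 ± 47.6 CPM to 78.2 ± 7.06 CPM (SD, n = 3 each), a log2 fold change of −1.29 (standard error 0.22, adjusted p = 0.0037, edgeR's quasi-likelihood test). When each gene was represented by its most abundant transcript alone, *Etv4* was at −0.83 and lost its call (adjusted p = 0.45, same test, range over the alternatives 9.76e-08 to 0.45). *Hoxc6* fell from 85.7 ± 58.1 CPM to 18.2 ± 4.31 CPM (SD, n = 3 each), a log2 fold change of −2.24 (standard error 0.62, adjusted p = 0.032, same test). Without 1× glucose replicate 1 it was at −1.53, and it lost its call in 5 of the 6 fits that left out 1 library. *Sox2* had 68.6 ± 44.8 CPM in 1× glucose and 98.3 ± 50.6 CPM in 2-DG (SD, n = 3 each). Its log2 fold change of 0.52 was within the spread between replicates (standard error 0.57, adjusted p = 0.595, same test). This value ranged from 0.0085 without 2-DG replicate 1 to 1.20 without 1× glucose replicate 1. Leaving out 1 library also unbalances the passages between the groups, so this range includes differences between passages. However, *Sox2* was higher in 3 of 3 passages and was called with the passage as a block (0.58, adjusted p = 0.000181, range over the alternatives 0.000181 to 0.995). *Axin2* had 155 ± 7.11 CPM in 1× glucose and 114 ± 26.6 CPM in 2-DG (SD, n = 3 each), a log2 fold change of −0.45 (standard error 0.15, adjusted p = 0.063, same test). *Axin2* was lower in 3 of 3 passages and was called with the passage as a block (adjusted p = 0.0293), with DESeq2 (adjusted p = 0.022) and without 2-DG replicate 3 (adjusted p = 0.0245), with a range over the alternatives of 0.022 to 0.532. Of the 13 genes that the text names for these experiments, 12 were tested and 7 were changed over all genes tested, or 8 adjusted over the list alone. The list was chosen by the study on these libraries, so the second count is not independent evidence. With the passage as a block, *Sox2*, *Lef1* and *Axin2* of this list were called as well.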

Altogether our transcriptomics and HCR data showed that 2-DG influenced mesoderm specification, posterior development, and signaling.

### Glucose deprivation did not impact mesoderm specification

In addition to blocking glycolysis, 2-DG has been shown to have pleiotropic effects (e.g., induction of autophagy, apoptosis, interference with protein glycosylation causing endoplasmic reticulum (ER) stress^23^). Therefore, we next wanted to confirm whether the 2-DG mediated phenotype is linked to central glucose metabolism by removing glucose from the culture medium. In addition, we wanted to test whether higher glucose concentration could also impact mesoderm development. We incubated gastruloids in medium with no glucose (0×) or 3× higher glucose concentration between day 3 and 4 and transferred into 1× glucose medium until day 5, identical to the 2-DG treatment time window. Neither condition replicated the 2-DG phenotype, as revealed by the ratio of the major to the minor axes of gastruloids (Figures 2A–2A‴ and 2C), or an alteration of *T/Bra* expression (Figures 2B–2B‴). The overall volume of glucose-deprived gastruloids was reduced to a lesser extent than that of 2-DG treatment (Figure 2D), with the volume of the *T/Bra* expression scaling according to the total volume (Figure 2E). Transcriptomic analysis of 0×, 1×, and 3× glucose-treated gastruloids did not enrich any class of genes that are involved in developmental processes, mesoderm specification, or axial patterning, unlike 2-DG treatment (Figures 2F and 2G).

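Between 0× and 1× glucose, 2 of the 16966 genes tested were differentially expressed at an adjusted p-value under 0.05, *Txnip* and *Klf10*, both lower in 0× glucose. At an unadjusted p-value under 0.05 there were 306. Between 3× and 1× glucose, 0 genes were differentially expressed, and 178 had an unadjusted p-value under 0.05. Both counts of unadjusted p-values lie under the share of 0.05 of all tests that chance gives on average. They neither point to more changed genes nor exclude them. With the ES cell passage as a block, *Arrdc4* was added in 0× glucose, and 3× glucose stayed at 0 genes. Genes at an unadjusted p-value under 0.05 then numbered 1591 and 876. Not all alternatives called only lower genes in 0× glucose. DESeq2 called 12 genes, 7 of them higher, and each gene's most abundant transcript alone called 3, 2 of them higher. The alternative that moved both counts most was DESeq2's likelihood ratio test per transcript, chosen after seeing the data, which called transcripts of 446 genes in 0× glucose and 452 genes in 3× glucose. *T/Bra* had 214 ± 98.6 CPM in 0× glucose and 245 ± 74.8 CPM in 3× glucose (SD, n = 3 each). Its log2 fold change against 1× glucose was −0.08 (standard error 0.35) in 0× glucose and 0.12 (standard error 0.35) in 3× glucose, each with an adjusted p of 1 in edgeR's quasi-likelihood test. *Txnip*, a glucose-responsive gene chosen beforehand, fell from 92.4 ± 5.91 CPM to 41.1 ± 7.03 CPM in 0× glucose (SD, n = 3 each), a log2 fold change of −1.17 (standard error 0.12, adjusted p = 0.014, same test). Its call was lost without 0× glucose replicate 1, 1× glucose replicate 1 or 1× glucose replicate 3.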

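Of the 27 tested genes labeled in Figure 1G, 26 lay within 0.5 of 0 on the log2 scale in 0× glucose and 26 in 3× glucose, and 0 were called in either. The gene outside in both was *Lhx8*, with 6, 10 and 10 counts in 1× glucose, 4, 0 and 0 in 0× glucose and 8, 0 and 0 in 3× glucose. It was at a log2 fold change of −2.21 (standard error 1.20) in 0× glucose and −1.39 (standard error 1.06) in 3× glucose, each with an adjusted p of 1 in edgeR's quasi-likelihood test. Among the gene sets, camera called neither the primitive streak, neural, presomitic mesoderm nor Hox sets in 0× glucose, with adjusted p-values from 0.28 to 0.914. With the passage as a block, the presomitic and paraxial mesoderm genes were called in 0× glucose (median 0.19, 12 of 15 genes higher, adjusted p = 0.00866, camera). In 3× glucose, camera called the FGF target genes (median 0.11, 12 of 12 higher, adjusted p = 0.0178), a call lost in 4 of the 6 fits that left out 1 library. With the block it also called the Wnt target genes (median 0.07, 13 of 15 higher, adjusted p = 0.0119) and the Hox genes of groups 5 to 8 (median 0.12, 9 of 11 higher, adjusted p = 0.0133). Neither fry nor camera with an estimated correlation called any set in 0× or 3× glucose. Across the 29 tested Hox genes, Spearman's rho between the log2 fold change and the paralog group was 0.57 in 3× glucose and 0.21 in 0× glucose. None of these genes was called, and since they are not independent replicates, these values only describe the libraries. From the gene classes in these comparisons, the paper states that a changed glucose concentration, in contrast to 2-DG, brought out no classes of developmental, mesodermal or axial patterning genes.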

We next questioned whether a longer treatment with 0× or 3× glucose could affect mesoderm specification. To this end, we treated gastruloids with 0×, 1×, and 3× glucose concentrations from day 2 onward, i.e., coinciding with the mesodermal fate induction. Day 4 gastruloids treated with 0× or 3× glucose did not show any loss of *T/Bra* expression (Figures 2H–H″). Nevertheless, continuous glucose deprivation for 2 days significantly reduced the total volume of the gastruloids, with a similar reduction also observed in 3×-glucose-treated gastruloids (Figure 2I). Unlike the short-term treatments, the expression domain of *T/Bra* was not scaled in gastruloids treated with 0× or 3× glucose. In glucose-deprived gastruloids, the expression domain was significantly smaller while in 3× glucose-treated gastruloids it appeared mildly expanded (Figure 2J). We continued these different treatments until day 5 when the gastruloids elongated. Glucose-deprived gastruloids were much smaller as compared with both 1× and 3× glucose conditions (Figures 2K–2K″ and 2L). Gastruloids in all the three conditions elongated but at different lengths (Figure 2M). 

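2-DG-treated gastruloids were also compared with glucose-deprived gastruloids directly, which tests the difference between both effects because the shared 1× glucose libraries cancel. Of the 16966 genes tested, 3207 differed between 2-DG and 0× glucose at an adjusted p-value under 0.05, with 1673 higher and 1534 lower in 2-DG. With the ES cell passage as a block there were 7305, and these included all 3207. *T/Bra* was lower in 2-DG than in 0× glucose by a log2 fold change of −1.49 (standard error 0.36, adjusted p = 0.0156, edgeR's quasi-likelihood test), in 3 of 3 passages. It lost this call without 2-DG replicate 1 or 2-DG replicate 2. For *Wnt3a* the difference was −2.45 (standard error 0.52, adjusted p = 0.00912, same test), and for *Mixl1* it was −3.97 (standard error 0.42, adjusted p = 0.000285). *Sox1* was higher in 2-DG than in 0× glucose by 2.09 (standard error 0.45, adjusted p = 0.0103, same test). The glycolysis genes had a median log2 fold change of −0.03 in 2-DG against 1× glucose, with 11 of 19 lower and 2 changed (adjusted p = 0.903, camera). In 0× glucose their median was 0.07, with 15 of 19 higher and 0 changed (adjusted p = 0.00623, camera). This call was lost without 0× glucose replicate 1, 1× glucose replicate 2 or 1× glucose replicate 3, and fry did not make it (adjusted p = 0.998). *Txnip* moved in opposite directions in both treatments and was higher in 2-DG than in 0× glucose by 2.04 (standard error 0.13, adjusted p = 2.24e-05, edgeR's quasi-likelihood test).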

Overall, these results showed that 2-DG treatments have a stronger impact on mesoderm specification than glucose deprivation, suggesting that it might be acting independently of its glycolysis inhibitor function.

### 2-DG-treated gastruloids had a distinct metabolic signature as compared with glucose-deprived gastruloids

To better understand the discrepancy between 2-DG and no glucose conditions, we needed to understand how these treatments affected glucose metabolism and other related metabolic pathways. To this end, we performed untargeted metabolomics analysis of 2-DG, 0×, and 3× glucose conditions and compared this with 1× glucose. We first normalized the data by cell number to adjust metabolite levels to any differences in the sample size of the input material. A principal-component analysis (PCA) showed that 2-DG-treated samples are clearly distinct from the rest of the experimental conditions (Figure 3A). To further confirm that the observed difference in the 2-DG-treated gastruloid metabolome was not an artifact of our normalization method, we performed another PCA independent of the cell number where we normalized the mass spectrometry (MS) signal for each metabolite detected to the sum of all the MS signals detected in each condition (Figure 3A′). This analysis also showed 2-DG-treated samples to be separate from the rest of the experimental conditions highlighting their very distinct metabolic signature. 0×- and 3×-glucose-treated samples were still found to be closely related to the control (1× glucose) in the PCA plots (Figures 3A and 3A′).

At the pathway level, we found a reduction in the levels of glycolytic intermediates in the 2-DG-treated condition from the level of fructose-6-P, confirming that 2-DG indeed blocked the glycolytic pathway (Figure 3B). Notable intermediates reduced in level included fructose-6-P, glyceraldehyde-3-P, and importantly lactic acid (Figures 3B and 3D). The level of ATP was mildly reduced while that of AMP was moderately increased upon 2DG treatment (Figure 3B). TCA intermediates also showed an overall decrease in their levels (Figures 3B and 3D). However, unlike in 2-DG conditions, glucose deprivation drastically affected the glycolytic pathway from the level of glucose (Figure 3B). Importantly, glucose concentration was significantly lower than that in the control confirming the efficiency of the treatment (Figures 3B and 3E). Other intermediates that were depleted included glucose-6-P, fructose-6-P, and dihydroxyacetone phosphate (Figure 3E). Unlike in 2-DG, neither lactic acid nor TCA intermediates were impacted in 0× glucose condition (Figure 3B). In addition, ATP levels were not significantly different from that in the control while AMP levels were mildly increased (Figure 3B). One possible explanation for why TCA intermediates were not impacted by the absence of glucose is that cells might take up pyruvate directly from the media in which we were culturing all gastruloids. Consistent with this idea, we saw that pyruvate levels were mildly higher in the absence of glucose as compared with the control (Figures 3B and 3E).

Another important intermediate, which was significantly reduced in the 0× glucose condition but unchanged in 2-DG treatment, was glucose-1-P, an intermediate in the glycogen synthesis and the breakdown pathways (Figures 3B and 3E). These reduced levels could reflect either the slower production of glycogen or more rapid consumption to produce energy and other metabolic intermediates in the absence of glucose availability. As such, glucose-1-P could have been used to produce glucose-6-P to continue the glycolytic pathway in the 0× glucose condition.

From analyzing changes in specific metabolites, we observed an increase in glucose levels in the 3× glucose condition compared with 1× glucose confirming the efficiency of the treatment. However, none of the glycolytic and the TCA intermediates or any other sugar derivates showed any significant changes as compared with that in 1× glucose (Figures 3B and 3F). Nevertheless, amino acids were found to be more abundant in 3× glucose as compared with 1× glucose, hinting that excess glucose may be used in the amino acid biosynthetic pathway (Figure S2A). On the contrary, 2-DG and 0× glucose showed differences in the levels of glycolytic intermediates and sugar derivatives (Figures 3B and 3C). This metabolomics experiment helped us understand how different metabolic manipulations affected glycolysis both at the pathway and the individual metabolite levels.

Since some of the glycolytic intermediates are funneled into various other connected pathways, for example, to produce other hexoses in the cell, we observed an abundance of fucose-1-P in 2-DG, with a significant reduction in 0× glucose conditions (Figures 3C–3E). Fucose is produced from glucose and is an important sugar used in PTM in its activated form guanosine diphosphate (GDP)-fucose.^24^ GDP-fucose itself is produced from fucose-1-P in a reversible manner. Surprisingly, the levels of GDP-fucose were not different between 2-DG and 0× glucose treatments (Figure 3C). One explanation for this outcome in the 2-DG treated gastruloids was that fucose-1-P was also produced in the lysosome from the degradation of fucosylated proteins.^24^ A higher level of fucose-1-P, in 2-DG conditions could therefore be a product of the degradation of fucosylated proteins as 2-DG is known to induce ER stress, the unfolded protein response pathway and autophagy.^23^ In the case of no glucose conditions, the lack of glucose itself would be expected to lead to a lower level of fucose-1-P; therefore, we had to assume that remaining fucose-1-P has been used primarily to maintain the steady levels of GDP-fucose.

Our metabolomics data could detect other carbohydrate derivatives involved in glycosylation such as GDP-mannose, UDP-glucose, and N-acetylglucosamine (GlcNAc), but their levels were similar in both 2-DG and 0× glucose (Figure 3C). We could not detect the activated form of GlcNAc (UDP-GlcNAc), but the level of its epimer UDP-N-AcetylGalactosamine (UDP-GalNAc) was significantly reduced in 2-DG; however, not upon modulating glucose levels (Figures 3C and 3D).

Altogether, our metabolomics dataset revealed both similarities and differences between 2-DG and 0× glucose conditions with only 2-DG impacting intermediates involved in PTM.

### Mannose rescued 2-DG treatment phenotypes in mesodermal cells

We next sought to determine the mechanism of 2-DG action in mesoderm specification, given that this was not phenocopied by glucose deprivation. 2-DG not only blocks the glycolytic pathway but also, due its structural similarity, competes with mannose and gets incorporated into the glycosyl chains of glycosylated proteins (Figure 4A). In a recent glycoproteomic study, clusters of proteins involved in germ layer and mesoderm specification were detected to be affected in an unbiased manner upon 2-DG treatment which otherwise were mannosylated.^19^ This prompted us to test whether 2-DG acted independently of the glycolytic pathway.

To determine whether mannose could rescue the phenotype by competing with 2-DG, we treated gastruloids with 5 mM of 2-DG and three different concentrations of mannose (5, 10, and 15 mM) between days 3 and 4. We then transferred them to medium containing no mannose and 2-DG until day 5. The overview images show that mannose alone did not affect gastruloid development as compared with the PBS control (Figures 4B and 4C). 2-DG treatment affected elongation when compared with both PBS and mannose treatments (compare Figure 4D with 4B and 4C), but when 2-DG was supplemented with mannose, the elongation was restored (compare Figure 4D with 4E–4G), similar to the PBS control (compare Figure 4B and 4C with 4E–4G). This rescue was also reflected in the aspect ratio the gastruloids (Figure 4H).

To confirm whether this elongation phenotype is mirrored by the restoration of mesodermal cell markers and signaling pathways, we performed qPCR analysis for *T/Bra*, FGF target genes *Etv4* and *Spry4*, the neural marker *Sox2*, and the general Wnt targets *Axin2* and *Lef1*. As shown before, the expression of *T/Bra* was downregulated in 2-DG as compared with the PBS control gastruloids (Figure 4I). However, upon addition of 10 mM mannose, the expression was restored to that in the control (Figure 4I). Alone, 15 mM mannose did not have any effect on *T/Bra* expression (Figure 4I). A similar trend was observed for an Fgf target gene *Spry4* (Figure 4I). Expression levels of *Etv4* and Wnt target gene *Lef1* were reduced in 2-DG, but mannose supplementation had a very little effect on the rescue of their expression levels (Figure 4I). Neither 2-DG, 2-DG with mannose nor mannose alone led to any changes in the expression of the neural gene *Sox2* and the broad range Wnt target gene *Axin2* (Figure 4I). We further confirmed the qPCR data with HCR. Expression of *T/Bra* and *Wnt3a* was lost upon 2-DG treatment (Figures 4J″–4K″) in comparison with that in PBS control (Figures 4J–4K). 15 mM mannose had no effect on the expression of both *Wnt3a* or *T/Bra* (Figures 4J′–4K′). However, the expression of both *Wnt3a* and *T/Bra* could be rescued by the addition of 10 mM mannose together with 2-DG (Figures 4J‴–4K‴). Expression of *Sox2* remained unchanged in all treatments (Figures 4L–4L‴). Altogether, our data showed that mannose addition was sufficient to restore the expression of mesodermal genes and the morphogenetic process of axial elongation in 2-DG-treated gastruloids.

To further confirm the importance of glycosylation in mesoderm specification, we treated gastruloids with 5-mM glucosamine. Although glucosamine is important in glycosylation, in excess, it interferes with the addition of mannose and glucose residues to the growing glycosyl chains.^25^ Similar to 2-DG treatment, glucosamine-treated gastruloids appeared less elongated as compared with their control counterparts (Figures S3A and S3A′). The ratio of the major to the minor axis was significantly reduced in glucosamine-treated gastruloids (Figure S3B). HCR staining for *T/Bra* revealed that indeed its expression was reduced in the glucosamine-treated gastruloids both in days 4 and 5 gastruloids (compare Figure S3E with S3G and S3F with S3H). However, unlike in 2-DG, the expression of *Wnt3a* was not completely diminished in day 4 gastruloids (compare Figure S3E′ with S3G′), in day 5 gastruloids, its expression was not localized to the posterior pole in the treated gastruloids as compared with the control (compare Figure S3F′ with S3H′). Expression of *Sox2* remained unchanged (compare Figure S3E″with S3G″ and S3F″ with S3H″). Altogether, our 2-DG and glucosamine dataset highlights the importance of mannose in protein glycosylation and subsequently mesoderm specification.

2-DG and glucosamine both affect N-glycosylation. To test whether O-glycosylation had any role to play in mesoderm specification, we treated gastruloids with ST045849, an inhibitor that blocks the activity of O-GlcNAc transferase. Day 5 gastruloids did not show any axial elongation phenotype as revealed by the aspect ratio measurements (Figures 3C, 3C′, and 3D). ST045849-treated gastruloids did not show any reduction in *T/Bra* or *Wnt3a* expression levels as compared with control both in day 4 and day 5 corroborating the lack of elongation phenotype (compare Figures S3I–S3I″ with S3K–S3K″ and Figures S3J–S3J″ with S3L–S3L″). Altogether these results showed that N-glycosylation is important in mesoderm specification.

### Mannose rescued 2-DG-mediated gastrulation phenotype *in vivo* mouse embryo

Having established the role of mannose in mesoderm specification in gastruloids, we wanted to test whether it had a role to play *in vivo* during gastrulation. For this, we treated the mouse embryos with 2-DG or 2-DG supplemented with mannose at the early streak stage around E6.5 for 12 h when the primitive streak elongated to the fullest. 2-DG-treated mouse embryos showed a weak localization of T/Bra as compared with the controls while addition of mannose restored the localization (compare Figure 5B with 5A and 5C). Localization of Sox2 appeared to have increased and expanded to the posterior region as compared with the controls (Figures 5A′–5B′). This observation was in line with the previous studied in the tailbud of the chicken embryo where 2-DG treatment caused the expansion of Sox2-positive cells at the expense of the T/Bra-positive cells.^8^ Addition of mannose to 2-DG-treated mouse embryos led to a reduction reduced Sox2 levels back to that of the control embryo (Figure 5C′). The rescue in *T/Bra* expression is matched by a rescue in primitive streak elongation (Figure 5D).^26^ These results demonstrated that mannose addition could rescue the impact of 2-DG on mesoderm specification and primitive streak elongation during mouse gastrulation.

### Depriving intracellular mannose affected mesoderm specification

To assess whether mannose is required for mesoderm specification in gastruloids, we next aimed to deplete its intracellular levels. Mannose is an epimer of glucose where glucose-6-phosphate gets converted to fructose-6-phosphate and subsequently to mannose-6-phosphate catalyzed by phosphomannose isomerase (PMI) in a reversible reaction. In addition to *de novo* synthesis, mannose can also be recycled from existing glycoproteins through multiple routes. First, misfolded glycoproteins are stripped of their glycans, and mannose is released back into the pool to be utilized again. Second, glycans of correctly folded glycoproteins are extensively processed in the ER and the Golgi releasing mannose. Third, endocytosed glycoproteins are degraded in lysosomes, releasing mannose.^27^ All these reactions are carried out by compartment-specific mannosidases.^28^ In this experiment, we aimed at inhibiting both these pathways of mannose production between days 3–4 similar to the 2-DG treatment using specific chemical inhibitors and evaluating its effect on mesoderm specification.

We first blocked *de novo* synthesis using the chemical inhibitor ML089, which is an orally available drug developed to manage congenital disorders of glycosylation 1a (CDG1a).^29^ ML089 alone had a mild effect on the axial elongation as revealed by the aspect ratio measurement of day 5 gastruloids (Figures 6A, 6A′, and 6B). HCR analysis for *T/Bra, Sox2*, and *Wnt3a* in day 4 gastruloids showed no changes in their expression levels (Figures 6C–6E and 6C′–E′). ML089-treated gastruloids, though, were smaller, but the expression domain of *T/Bra* was scaled accordingly on day 4 (Figures 6F and 6G). We next blocked the mannose-recycling pathways using swainsonine (SW), an alkaloid, and 1-Deoxymannojirimycin (DMM), a mannose analog that inhibited the lysosomal and Golgi-specific mannosidases.^30,31^ Alone, this treatment did not have any effect on the axial elongation on day 5 as well as the expressions of *T/Bra, Sox2*, and *Wnt3a* (Figure 6B and compare Figure 6A″ with 6A, and 6C–6E with 6C″–6E″). It did not have any effect on the size of gastruloids as well as the *T/Bra* expression domain (Figures 6F and 6G). However, blocking the *de novo* synthesis and the recycling pathways together led to a significantly shorter axis and weaker *T/Bra* and *Wnt3a* expressions as compared with controls (Figure 6B and compare 6A‴ with 6A, 6C‴ with 6C, and 6D‴ with 6D). The expression domain of *T/bra* was not scaled according to the size of the gastruloids (Figures 6F and 6G). Altogether these results showed how a fine balance of mannose level was achieved by integrating inputs from the *de novo* and recycling pathways to bring about proper mesoderm specification and axial elongation in gastruloids.

### Proteomics analysis revealed 2-DG affecting glycosylation of a Wnt pathway regulator

To better understand the downstream mechanisms by which mannose could rescue 2-DG treatments in gastruloids, we separated N-Glycosylated glycoproteins using Concanavilin A beads from the total protein content and performed unbiased proteomics.^32^ We hypothesized that improper glycosylation would lead to a lower recovery of glycoproteins and hence lower detection signal in the proteomics analysis. As depicted in the heatmap, there was indeed a global depletion of glycoproteins in 2-DG-treated samples as compared with the controls, mannose, and 2-DG- and mannose-treated gastruloids. Abundance-based hierarchical clustering further revealed a separation of the 2-DG sample from other clusters containing control, mannose, and 2-DG + mannose samples. Altogether, this showed that mannose restored glycosylation globally in 2-DG-treated gastruloids (Figure 7A). Interestingly, we found one candidate, Frzb, a member of the secreted frizzled-related proteins (SFRPs) that modulate Wnt signaling.^33^ Frzb was depleted in 2-DG-treated gastruloids while addition of mannose significantly elevated its level (Figures 7B and 7C).

## Discussion

Through an interrogation of the impact of 2-DG on gastruloid development, we have discovered a role of mannose in early mesoderm specification. In addition to blocking glycolysis, 2-DG competes with mannose in N-glycosylation of proteins.^19^ We have shown that mannose was sufficient to rescue 2-DG treatment in both in gastruloids and embryos. In addition, we have shown that N-glycosylation was required for mesoderm specification through mannose deprivation or glucosamine treatment. Wnt and FGF signaling pathways are involved in mesoderm specification and constitute the proteins whose glycosylation and proper intracellular trafficking are important in mediating the pathway activity. Our proteomics experiment for glycoproteins revealed that a Wnt pathway regulator and a member of SFRPs, Frzb, was depleted in 2-DG condition and restored upon addition of mannose. Frzb has been shown to be expressed in the primitive streak of the mouse embryo.^34,35^ Recently, it has been shown how SFRPs acted as carriers of Wnt3a *in vitro* and facilitated the activation of Wnt signaling.^36^ Since Frzb was not properly glycosylated in 2-DG-treated gastruloids, it could be a reason for downregulation of Wnt3a-mediated Wnt signaling, important for mesodermal fate specification^37^ (Figure 7D). Our study provided a useful experimental system to further explore the mechanistic links between hexose metabolism, protein function, and developmental signaling pathways during germ layer patterning.

This study contributes to a recent body of work focused on exploring links between central carbon metabolism and body plan formation in vertebrate embryos.^8–11^ A previous study in the chicken embryo showed that 2-DG blocked mesoderm specification in the tailbud in a glycolysis-dependent manner, which subsequently increased lactic acid secretion and increased intracellular pH.^8,9^ While we have observed that mannose treatment is sufficient to rescue the 2-DG inhibition of mesoderm markers in the context of gastruloid symmetry breaking, we cannot rule out that regulation of Wnt signaling via modifying intracellular pH is an additional mechanistic link between glycolysis and mesoderm specification in this context. Indeed, this could be the case in gastruloids as lactic acid levels were lower in 2-DG-treated gastruloids as compared with the control (Figure 3B). Interestingly, a recent study using trunk-like structures derived from mouse embryonic cell gastruloids has highlighted the importance of modulating glycolysis to achieve the appropriate balance of neural and mesodermal tissues in this system.^38^

Our study focused on the stages when mesodermal cells were already specified from the pluripotent epiblast by following gastruloids post Wnt-agonist treatment. A recent study showed that depleting glucose or treating with 2-DG at the beginning of the gastruloid development, i.e., in the pluripotent epiblast, led to an abrogation of the mesodermal fate.^39^ An explanation for these temporal differences in the impact of glucose deprivation could be that pluripotent epiblast cells depend solely depend on the *de novo* mannose synthesis pathway. Later, cells begin to maintain its steady levels of mannose, becoming refractory to glucose depletion.

Despite not requiring glucose during the onset of gastruloid elongation, a strong expression of glucose transporters co-localized with *Sox2* and *T/Bra* expressions during these stages (Figure S1), raising the question of their function in both cell types. One hypothesis is that these cells do not require glucose in the specification process but rather in other cellular processes that occur downstream and are not captured in the gastruloid assay. During gastrulation, mesodermal cells undergo an EMT,^40–43^ which is an energy expensive process.^44,45^ Indeed, recent work in the mouse embryo has demonstrated that late-stage glycolysis becomes important only after ingression through the primitive streak.^26^ Together with this work, this reveals an emerging picture of how differential hexose metabolism can be used to drive successive stages of gastrulation through the modulation of key signaling pathways such as Wnt and FGF.

## Limitations of the study

This study raised two important questions pertaining to the role of glucose in mesoderm specification and the importance of glycosylation sites on proteins, which may have a developmental significance.

We used gastruloids as a system to probe the role of glucose metabolism and found dispensable for the mesoderm specification during the time window we were studying. However, this result was different from a previous report in cardiogenic embryoid bodies (EBs) showing the expression of *T/Bra* being glucose concentration dependent.^46^ Mesoderm specification and its time window under investigation in EBs were different from that in the gastruloids. Nonetheless, our study complemented other recent reports showing how the dependency on glucose for mesoderm specification changes as the development proceeds.^38,39^

In this study, we assayed the effect of 2-DG alone or together with mannose on glycosylation at the global proteome scale but not their effect at each of the glycosylation sites. To understand the significance of glycosylation at a particular site, further mutagenesis experiments are needed to validate its significance at a particular developmental stage in embryogenesis.

## Star⋆Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
T/bra brachyury (N-19) (For gastruloids)	Santa Cruz Biotechnology	Cat# sc-17743,RRID:AB_634980
Recombinant Anti-Glucose Transporter GLUT1 antibody [SP168]	Abcam	Cat# ab150299,RRID:AB_2920535
Glucose Transporter GLUT3 antibody	Abcam	Cat# ab41525,RRID:AB_732609
Donkey anti-Goat IgG (H+L) Cross- Adsorbed Secondary Antibody, Alexa Fluor™ 568	Thermo Fisher Scientific	Cat# A-11057,RRID:AB_2534104
Donkey anti-Rabbit IgG (H+L) Highly Cross- Adsorbed Secondary Antibody, Alexa Fluor™ 647	Thermo Fisher Scientific	Cat# A-31573,RRID:AB_2536183
Brachyury (D2Z3J) Rabbit mAb (For the mouse embryos)	Cell Signaling Technology	Cat# 81694,RRID:AB_2799983
SOX2 Monoclonal Antibody (Btjce), eBioscience (For mouse embryos)	Thermo Fisher Scientific	Cat# 14-9811-82,RRID:AB_11219471
Chemicals, peptides, and recombinant proteins		
Glasgow’s MEM (GMEM)	ThermoFisher Scientific	Cat# 11710035
DMEM/F-12, no glutamine	ThermoFisher Scientific	Cat# 21331020
Neurobasal™ Medium	ThermoFisher Scientific	Cat# 21103049
Embryonic Stem Cell FBS, Qualified, One Shot™ Format, US Origin	ThermoFisher Scientific	Cat# 16141002
ESGRO® Recombinant Mouse LIF Protein	Sigma-Aldrich/Merck	Cat# ESG1106
2-Mercaptoethanol	ThermoFisher Scientific	Cat# 31350010
MEM Non-Essential Amino Acids Solution (100X)	ThermoFisher Scientific	Cat# 11140050
Sodium Pyruvate (100 mM)	ThermoFisher Scientific	Cat# 11360070
L-Glutamine (200 mM)	ThermoFisher Scientific	Cat# 25030149
Dimethyl sulfoxide	Sigma-Aldrich/Merck	Cat# D2438
CHIR99021	Sigma-Aldrich/Merck	Cat# SML1046
PD 0325901	Sigma-Aldrich/Merck	Cat# PZ0162-5MG
B-27™ Supplement (50X), serum free	ThermoFisher Scientific	Cat# 17504044
2-Deoxy-D-glucose	Sigma-Aldrich/Merck	Cat# D8375
Phosphate buffered saline	Sigma-Aldrich/Merck	Cat# P4474
ML089	MCE (MedChemExpress)	Cat# HY-138802
Swainsonine	Sigma-Aldrich/Merck	Cat# S8195-1MG
1-Deoxymannojirimycin	Sigma-Aldrich/Merck	Cat# D9160-5MG
DMEM/F12 without glucose	Biowest	Cat# L0091-500
Neurobasal™-A Medium, no D-glucose, no sodium pyruvate	ThermoFisher Scientific	Cat# A2477501
Glucose Solution	ThermoFisher Scientific	Cat# A2494001
D-(+)-Mannose	Sigma-Aldrich/Merck	Cat# M6020
D-(+)-Glucosamine hydrochloride	Sigma-Aldrich/Merck	Cat# G1514-100G
Paraformaldehyde	Sigma-Aldrich/Merck	Cat# 158127
TWEEN® 20	Sigma-Aldrich/Merck	Cat# 655204
DAPI (4’,6-Diamidino-2-Phenylindole, Dihydrochloride)	ThermoFisher Scientific	Cat# D1306
Trypsin-EDTA (0.05%), phenol red	ThermoFisher Scientific	Cat# 25300054
TRIzol™ Reagent	ThermoFisher Scientific	Cat# 15596026
SPRISelect magnetic beads	Beckman Coulter	Cat# B23317
M-Per lysis buffer	ThermoFisher Scientific	Cat# 78503
Stable isotope labelled amino acids	Cambridge Isotope Laboratories	Cat# MSK-MET1-1
Nonidet™ P 40 Substitute	Sigma-Aldrich/Merck	Cat# 74385
Critical commercial assays		
Hybridization Chain Reaction Probes and Hairpins Version 3	Molecular Instruments	N/A
QuBit RNA High Sensitivity kit	ThermoFisher Scientific	Cat# Q32852
NEBnext Poly (A) magnetic isolation module	NEB (New England Biolabs)	Cat# E7490S
NEBNext Ultra II Directional RNA library Prep Kit for Illumina	NEB (New England Biolabs)	Cat# E7760S
NEBNex multiplex oligos for Illumina Set 1	NEB (New England Biolabs)	Cat# E7335S
NEBNex multiplex oligos for Illumina Set 2	NEB (New England Biolabs)	Cat# E7500S
High Sensitivity DNA reagents kit and cassettes	Agilent	Cat# 5067-4626
PierceTM, Glycoprotein Isolation Kit Con A	ThermoFisher Scientific	Cat# 89804
Superscript III first-strand cDNA synthesis kit	ThermoFisher Scientific	Cat# 18080051
Deposited data		
Bulk transcriptomics data	This paper	GEO: GSE236887
Glycoprotein Proteomics data	This paper	ProteomeXchange: PXD048505 https://doi.org/10.25345/C5S756W60
Metabolomics data	This paper	MetabolomicsWorkbench: Datatrack_ ID:4671 Study_ID:ST003120 https://doi.org/10.21228/M86T69
Experimental models: Cell lines		
ES-E14TG2a - Embryonic stem cell with a species of origin Mus musculus	ATCC	Cat# CRL-1821,RRID:CVCL_9108
Experimental models: Organisms/strains		
Laboratory mouse CD-1	Charles River	Strain Code - 022RRID:MGI:5649524
Oligonucleotides		
See Table S1 for qPCR primers	This paper	N/A
Software and algorithms		
Fiji (ImageJ)	Schneider et al.^59^	https://imagej.nih.gov/ij/
Imaris	N/A	Oxford Instruments
GraphPad Prism	N/A	GraphPad by Dotmatics
Galaxy	N/A	https://usegalaxy.org/published/page?id=33b2b5739e9175b1
HISAT2	Kim et al.^50^	http://daehwankimlab.github.io/hisat2/
StringTie	Pertea et al.^54^	https://ccb.jhu.edu/software/stringtie/
DESeq2	Love et al.^55^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
DIA-NN	Demichev et al.^47^	https://github.com/vdemichev/DiaNN
MS-DIAL	Tsugawa et al.^49^	http://prime.psc.riken.jp/compms/msdial/main.html
R-ggplot2	Wickham et al.^60^	https://ggplot2.tidyverse.org
**D**atabase for **A**nnotation, **V**isualization and **I**ntegrated **D**iscovery	Huang et al.^51^ and Sherman et al.^58^	https://david.ncifcrf.gov/tools.jsp
Biorender	N/A	https://www.biorender.com
Other		
Zeiss LSM 700 Point Scanning Confocal Microscope (Plan-Apochromat 20X objective)	Zeiss	RRID:SCR_017377

### Resource Availability

#### Lead Contact

Further information and request for resources and reagents should be directed to and will be fulfilled by the lead contact Benjamin Steventon ()

#### Materials Availability

No unique reagents were generated in this study.

### Experimental Model and Study Participant Details

#### Cell line

E14TG2a mouse embryonic stem cells were bought from ATCC (CRL-1821, ATCC) and cultured on the mouse embryonic fibroblasts (MEFs) for the first 3 passages. Later, the cells were weaned off the MEFs and cultured again for 2-3 passages before cry-preserving them. For these initial 5-6 passages, cells were cultured in the GMEM (11710035, ThermoFisher Scientific) along with 10% ES grade foetal bovine serum (FBS) (16141002, ThermoFisher Scientific), 1000 units/ml Leukaemia Inhibitory Factor (LIF) (ESG1106, Merck), 100 μM Beta-mercaptoethanol (31350010, ThermoFisher Scientific), 1X Non-Essential amino acids (11140050, ThermoFisher Scientific), 1mM of Sodium Pyruvate (11360070, ThermoFisher Scientific) and 2mM L-Glutamine (25030149, ThermoFisher Scientific). At this stage, cells were frozen in this medium supplemented with 10% DMSO (D2438, Merck). To plate gastruloids, frozen cells were thawed and cultured for 3 passages in 2iLIF medium which contained a Wnt agonist, CHIR99021 (3μM, SML1046, Merck), ERK antagonist PD 0325901 (1μM, PZ0162-5MG, Merck) and 1000 units/ml LIF diluted in N2B27. N2B27 medium was made using the N2 (0.5X) and B27 (0.5X) (17504044, ThermoFisher Scientific) supplements in 1:1 DMEM/F12 (21331020, ThermoFisher Scientific) to Neurobasal media (21103049, ThermoFisher Scientific). N2 supplement was prepared in house as described previously.^57^ Cells were routinely checked for mycoplasma.

#### Mouse Embryos

CD-1 mouse strain (Strain code – 022, Charles River) was used in this study. All the experiments involving the mouse embryos were performed according to the guidelines approved by the Institutional Animal Care and Use Committee at Yale School of Medicine (IACUC Approval Number – 2023-20352). The sex of the embryos was not determined during the experimentation.

### Method Details

#### Culturing Gastruloids in different glucose concentrations, inhibitor, and mannose treatments

200-300 ES cells per gastruloid were plated and cultured as previously described by Baillie-Johnson et al.^52^ Briefly, cells were trypsinised with 1 ml of 0.05% trypsin for 30 seconds to 1 min and trypsin was neutralised using 5ml of neutralisation medium (10% ES quality grade serum in GMEM). Cells were harvested by centrifuging for 5 mins at 1000 rpm at room temperature. Cells were washed twice with 5 ml of PBS containing Magnesium and Calcium to get rid of the serum traces. Cells were resuspended in 1 ml of N2B27 and counted using the Neugebauer chamber. Required number of cells was resuspended in the appropriate volume of N2B27 and 40 μl of the suspension was plated in each well of the 96 well plates. On day 2 of the protocol, each gastruloid was treated with 150ul of N2B27 containing 3μM of CHIR99091 to induce mesodermal fate. Each day after the treatment, 150 μl old medium was replaced with fresh 150 μl of N2B27 until day 5 when they elongated. Before starting with the procedure, all the reagents are pre-warmed at 37 degrees.

For the 2-DG (D8375, Merck) treatment, 500mM stock solution was made fresh in PBS (P4474, Merck) and filter sterilised using a 0.22 um filter. Gastruloids were treated between day 3 and 4 or day 4 and 5 with 5mM 2-DG diluted in N2B27. Stocks for ML089 (HY-138802, MCE MedChemExpress), Swainsonine (S8195-1MG, Merck) and 1-Deoxymannojirimycin (D9160-5MG, Merck) were made in DMSO (D2438, Merck) and single time use of 20 μl aliquots were stored at -20. The final DMSO concentration was limited to 0.5% during the treatment. For differential glucose concentration treatments between day 2 and 3 and between day 3 and 4, N2B27 was made using DMEM/F12 without glucose (L0091-500, Biowest) and Neurobasal without glucose (A2477501, ThermoFisher). For 1X and 3X glucose concentrations, 1.1 M glucose stock solution was used (A2494001, ThermoFisher Scientific) to obtain the final concentrations of 21.25mM and 63.75mM respectively. Final pyruvate concentration was adjusted to 0.36mM by adding sodium pyruvate. For the mannose (M6020, Merck) and glucosamine (G1514-100G, Merck) treatment, 500mM stock was prepared in PBS and filter sterilised. 5, 10 and 15mM working solutions of mannose were made in N2B27 with or without 5mM 2-DG. These treatments were performed on gastruloids grown in the same plate. One plate was kept as a control until day 5 to ensure that control gastruloids in the same plate elongated properly, otherwise the entire plate was discarded.

#### Culturing and treating mouse embryos with 2-DG and mannose

For the *in vivo* mouse embryo experiments, culturing and inhibitor treatments were performed according to the methods described by Cao et al.^26^ Briefly, CD-1 mice were mated, and the embryos were collected at E6.5. For 2-DG and Mannose treatments, embryos were cultured in DMEM/F12, rat serum, 1X Glutamax, 0.2X Penicillin-Streptomycin, 0.2X non-essential amino acids, at 37 degrees with 20% O_2_ and 5% CO_2_.

#### Fixing, HCR staining, immunostaining and imaging of the gastruloids and embryos

Day 4 and day 5 gastruloids were harvested from 96 well plates, washed in PBS and fixed overnight in 4% paraformaldehyde (158127, Merck). The next day, gastruloids were dehydrated in a series of increasing methanol concentrations and stored at -20 in 100% methanol at least for a day before using them for the HCR experiments. Briefly, the HCR protocol involved rehydrating the gastruloids with a descending series of methanol concentrations and finally PBS-T (0.1% Tween, 655204, Merck). Once hydrated, gastruloids were incubated in the pre-hybridisation (pre-hyb) buffer at 37 degrees for 30 minutes and then the pre-hyb buffer was replaced with HCR probes diluted in the pre-hyb buffer. Version 3.0 HCR Gene specific probes were designed by Molecular Instruments. Hybridisation took place through incubating the gastruloids with probe solution overnight at 37 degrees. The next day, the probe solution was replaced and gastruloids were washed 4 times with the washing buffer for 15 minutes at 37 degrees. This was followed by 3 × 5 minutes washes with 5X Sodium Chloride Sodium Citrate + 0.1% Tween-20 (5X SSC-T) solution. Gastruloids were then incubated with the Hairpin Amplification Buffer for 30 minutes. The fluorophore-tethered hairpins were briefly denatured before diluting them in the amplification buffer. Gastruloids were incubated overnight in the dark with the hairpin solution at room temperature. The next day, gastruloids were washed with 5X SSC-T and then PBS-T before staining them with DAPI overnight (D1306, ThermoFisherScientific). Finally, gastruloids were cleared for 24 hours in ScaleS4^48^ and imaged on the confocal microscope. All the HCR reagents and probes were bought from Molecular Instruments Inc, USA.

For the whole-mount antibody staining, gastruloids were fixed in 4% PFA overnight and washed with PBS-T three times on a shaker for 5 mins per wash. Later, the blocking, primary, and secondary antibody incubations and washes were performed as described previously with the exception of performing all the steps in a 2 ml tube.^52^ DAPI was added to the secondary antibody solution. After completing the washes, gastruloids were cleared with ScaleS4 as described above. The list of antibodies is provided in the key resource table.

HCR or antibody stained gastruloids were imaged by mounting them in ScaleS4 sandwiched between two coverslips on the Zeiss LSM700 with Plan-Apochromat 20X objective. Fixing and immunostainings of the embryos were performed according to the methods described by Cao et. al.^26^

#### Metabolomics analysis

Day 4 gastruloids from 2 plates were collected (approximately 45-48 gastruloids, per treatment, per biological replicate) (N, biological replicate = 4) into ice cold PBS in a clean glass petri dish, washed once and transferred to another glass petri dish on ice containing cold PBS. Gastruloids were collected, briefly centrifuged to settle them down and the PBS was completely removed. Gastruloids were snap-frozen in liquid nitrogen. To count the number of cells in each gastruloid, 5 gastruloids from each batch and each treatment, were collected, trypsinised for 1 min in 50 μl of 0.05% trypsin (25300054, ThermoFisher Scientific) and neutralised using 950 μl of warm N2B27. Cells were immediately counted using the Neubauer haemocytometer chamber. Snap-frozen gastruloids were sent to EMBL-Heidelberg, Germany, for the metabolomics analysis.

##### Reagents

LC-MS grade water, acetonitrile and methanol were obtained from Th. Geyer (Germany). High-purity ammonium acetate, ammonium hydroxide, and formic acid were purchased from Merck (Germany). Stable isotope labelled amino acids (MSK-MET1-1; Cambridge Isotope Laboratories, MA, USA) were used as internal standards for untargeted metabolomics.

##### Sample preparation

Metabolite extraction was performed by addition of 200 μL 80 % methanol (including 2 % (v/v) internal standards) and subsequent homogenization on dry ice via a bead beater (FastPrep-24; MP Biomedicals, CA, USA) at 6.0 m/s (5 × 30 s, 5 min pause time) using 1.0 mm zirconia/glass beads (Biospec Products, OK, USA). After centrifugation for 10 min at 15,000 × *g* and 4 °C with a 5415R micro-centrifuge (Eppendorf, Hamburg, Germany), supernatants were transferred and the remaining sample residues were reextracted with 200 μL acetonitrile:methanol:water (2:2:1, v/v) containing 1 % (v/v) formic acid using identical settings for homogenization and centrifugation. Corresponding supernatants of both extraction steps were combined and dried under a stream of nitrogen. Dried samples were reconstituted in 60 μL acetonitrile:methanol:water (2:2:1, v/v), vortexed for 5 min, centrifuged, and transferred to analytical glass vials. The LC-MS/MS analysis was initiated within one hour after the completion of the sample preparation.

##### LC-MS/MS analysis

LC-MS/MS analysis was performed on a Vanquish UHPLC system coupled to an Orbitrap Exploris 240 high-resolution mass spectrometer (Thermo Fisher Scientific, MA, USA) in negative ESI (electrospray ionization) mode. Chromatographic separation was carried out on an Atlantis Premier BEH Z-HILIC column (Waters, MA, USA; 2.1 mm x 100 mm, 1.7 μm) at a flow rate of 0.25 mL/min. The mobile phase consisted of water:acetonitrile (9:1, v/v; mobile phase phase A) and acetonitrile:water (9:1, v/v; mobile phase B), which were modified with a total buffer concentration of 10 mM ammonium acetate. The aqueous portion of each mobile phase was adjusted to pH 9.0 via addition of ammonium hydroxide. The following gradient (20 min total run time including re-equilibration) was applied (time [min]/%B): 0/95, 2/95, 14.5/60, 16/60, 16.5/95, 20/95. Column temperature was maintained at 40°C, the autosampler was set to 4°C and sample injection volume was 7 μL. Analytes were recorded via a full scan with a mass resolving power of 120,000 over a mass range from 60 – 900 *m/z* (scan time: 100 ms, RF lens: 70%). To obtain MS/MS fragment spectra, data-dependant acquisition was carried out (resolving power: 15,000; scan time: 22 ms; stepped collision energies [%]: 30/50/70; cycle time: 900 ms). Ion source parameters were set to the following values: spray voltage: 4100 V (positive mode) / -3500 V (negative mode), sheath gas: 30 psi, auxiliary gas: 5 psi, sweep gas: 0 psi, ion transfer tube temperature: 350°C, vaporizer temperature: 300°C. All experimental samples were measured in a randomized manner. Pooled quality control (QC) samples were prepared by mixing equal aliquots from each processed sample. Multiple QCs were injected at the beginning of the analysis in order to equilibrate the analytical system. A QC sample was analyzed after every 5^th^ experimental sample to monitor instrument performance throughout the sequence. For determination of background signals and subsequent background subtraction, an additional processed blank sample was recorded. Data was processed using MS-DIAL and raw peak intensities for relative metabolite quantification.^49^ Feature identification was based on accurate mass, isotope pattern, MS/MS fragment scoring and retention time matching to an inhouse library.

#### Transcriptomics analysis

Day 4 gastruloids from 1 plate (approximately 20-24 gastruloids, per treatment, per biological replicate) (N, biological replicate = 3) were collected in ice cold PBS, excess PBS was removed from the tube and initially 100 μl of TRIzol (15596026, ThermoFisher Scientific) was added to dissociate and homogenise the gastruloids. Later, 900 μl of TRIzol was added and stored in -80 until RNA extraction and library preparation. RNA was extracted using the TRIzol protocol and diluted in nuclease-free water. RNA concentration was measured using the QuBit RNA High Sensitivity kit (Q32852, ThermoFisher Scientific). For the library preparation, mRNA was isolated from 2.5 μg of total RNA using NEBnext Poly (A) magnetic isolation module (E7490S, NEB). The library was prepared as per the user’s manual using the NEBNext Ultra II Directional RNA library Prep Kit for Illumina (E7760S, NEB). Library indexing was done with NEBNex multiplex oligos for Illumina Set 1 (E7335S, NEB) and Set 2 (E7500S, NEB). Quality of the final library preparation was analysed on the Bioanalyzer using the High Sensitivity DNA reagents kit and cassettes (5067-4626, Agilent). For all the steps involving purification of library intermediates, SPRISelect magnetic beads (B23317, Beckman Coulter) were used. The transcriptomics experiment itself was outsourced to the Cancer Research UK, Cambridge. Reads obtained were analysed using the online tool, Galaxy. The pipeline consisted of trimming the index sequences using Trim_galore, obtaining BAM/SAM files using HISAT2,^50^ removing PCR duplicates using Picard Mark Duplicates followed by StringTie to assemble transcripts^54^ and DESeq2 for obtaining differentially expressed genes.^55^ 

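The authors' deposited tables of the DESeq2 comparisons hold transcripts, not genes, each with an adjusted p-value under 0.05. They list 1961 transcripts of 1724 genes for 2-DG, 583 transcripts of 446 genes for 0× glucose and 575 transcripts of 452 genes for 3× glucose, each against 1× glucose. The tables were matched by DESeq2's likelihood ratio test on the transcript counts of the 6 libraries compared, without the passage in the model. That refit called 1952 of the 1961, 583 of the 583 and 575 of the 575 transcripts, and its log2 fold changes correlated with the deposited ones at 1, −1 and 1 across transcripts. The deposited table for 0× glucose thus holds 1× over 0× glucose, and its values are given here with the sign turned.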

Gene ontology analysis was performed using the online tool DAVID.^51,58^

#### Proteomics Analysis

120 day 4 gastruloids per condition per biological replicate (N, biological replicates = 2) were digested in 100 μl of M-Per lysis buffer (78503, ThermoFisher Scientific) together with 0.1% NP-40 detergent for 30 minutes shaking at room temperature to extract proteins in native condition, pre-requisite for glycoprotein isolation. Samples were centrifuged to remove the debris and the supernatant was later used for the glycoprotein extraction using a commercial kit, Pierce™, Glycoprotein Isolation Kit Con A (89804, ThermoFisher Scientific). User’s manual was followed to isolate glycoproteins. Glycoprotein was digested with trypsin using an S-trap procedure. Data acquisition was performed by PASEF-DIA. Peptides were loaded onto EvoTip Pure tips for desalting and as a trap column, before eluting over a 600SPD EvoSep one method onto a Bruker TimsTOF HT mass spectrometer. DIA data in .d mode were searched against and *in-silico* predicted spectral library created from SwissProt mouse entries using DIA-NN software.^47^ Searches were run at 1% FDR with the following filters applied post searching: q<0.01, protein Q <0.01 and min peptides per protein >1.

#### qPCR analysis of candidate genes

RNA was extracted as described above. cDNA was prepared using the Superscript III first-strand cDNA synthesis kit (18080051, ThermoFisher Scientific). For the standardisation of primers, control cDNA was diluted as 1:40, 1:80, 1:160 and 1:320 and the Ct values were calculated for each primer pair for a gene and compared with that of the internal control H2az1.^53^ Standardised primer sets were then used to calculate the gene expression change in different treatment groups. For this experiment, 1:80 cDNA dilution was used. A list of the primers used is provided in the Table S1.

### Quantification and Statistical Analysis

ImageJ was used for the confocal and brightfield image processing as well as the aspect ratio measurements.^59^ Volume quantifications of the *T/Bra* expression domain and the entire gastruloids were performed using Imaris. For this, gastruloids were imaged from both the sides and the overlapping confocal stacks were removed manually in ImageJ to calculate the complete volume of a gastruloid. For statistical analysis and graphs shown in Figures 1C, 2C–2E, 2I, 2J, 2L, 2M, 4H,5D, 6B, 6F, 6G, S3B, and S3D, GraphPad Prism was used. For volcano plots shown in Figures 1G, 2F, 2G, 3D, 3E, 3F, 7B, and 7C for the heatmaps shown in Figures 3B, 3C, 4I and S2 and the bar graph shown in Figure 1G, the R package ggplot2 was used.^60^ Schematic in Figure 7D is made using Biorender.Com.

The experiments were not randomised, and the investigators were not blinded during the study. The number of experiments (N), the number of samples analysed (n) and P value for the statistical tests are mentioned in the figure legends. Unpaired T-test was used unless stated as on the graphs in the figures.

## Supplementary Material

Supplemental Information

## Figures and Tables

**Figure 1:**
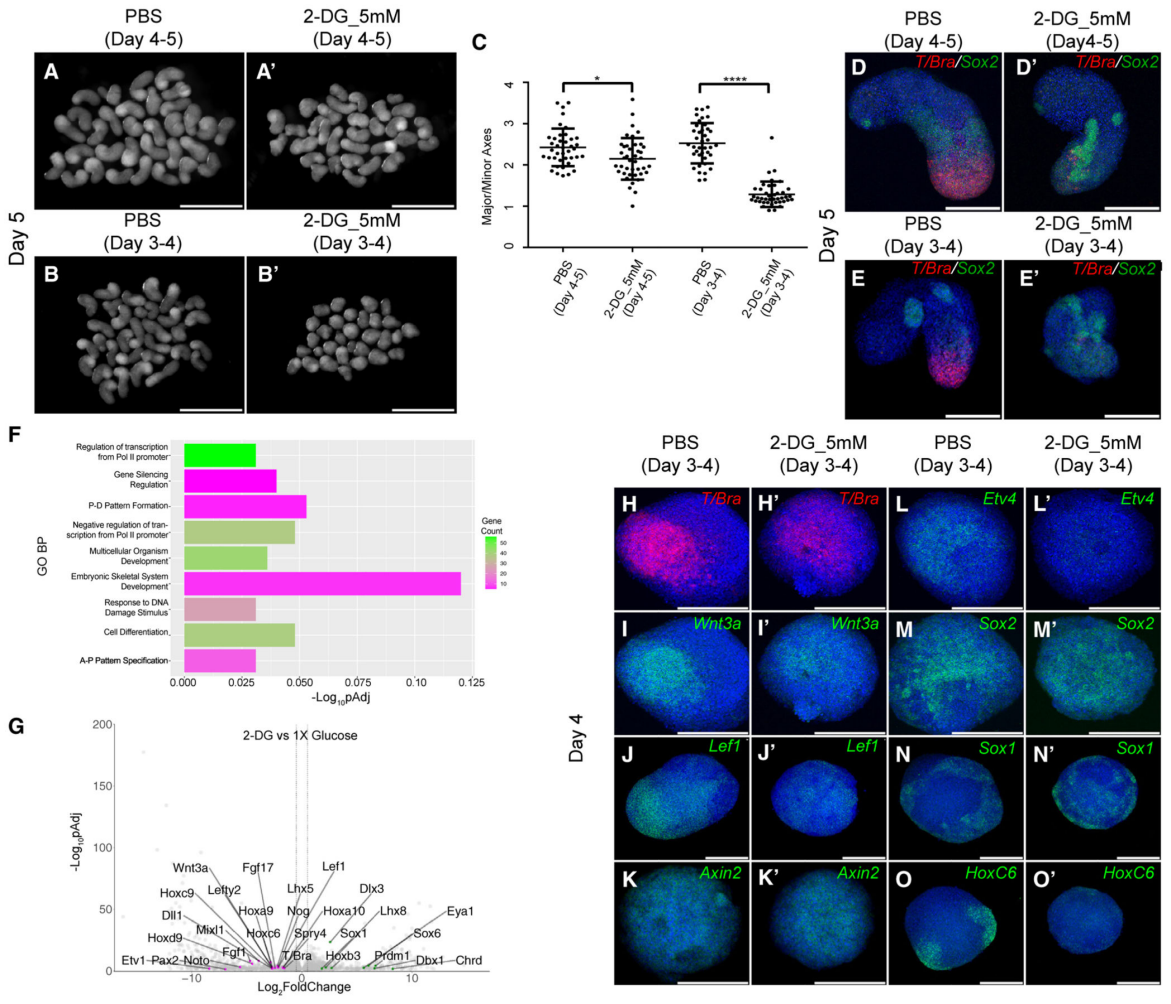
2-DG abrogated mesoderm specification (A and A′) Overview images showing day 5 gastruloids treated with PBS (A) and 2-DG (A′) between days 4 and 5 (*N* = 1). (B and B′) Overview images showing day 5 gastruloids treated with PBS (B) and 2-DG (B′) between days 3 and 4 (*N* > 3). (C) Graph showing the ratio of the major axis to minor axis of the gastruloids calculated from (A–B′) images (*N* = 1, PBS [days 4–5], *n* = 40; 2-DG [days 4–5], *n* = 41; PBS [days 3–4], *n* = 39; 2-DG [days 3–4], *n* = 41). *p* values for PBS (days 4–5) vs. 2-DG (days 4–5) = 0.0108 and for PBS (days 3–4) vs. 2-DG (days 3–4) < 0.0001. Data represented as mean ± SEM. (D–E′) Maximum intensity projections of HCR staining showing the expression pattern of *T/Bra* (red) and *Sox2* (green) in day 5 gastruloids treated with PBS (days 4–5) (D, *n* = 17), 2-DG (days 4–5) (D′, *n* = 17), PBS (days 3–4) (E, *n* = 19), and 2-DG (days 3–4) (E′, *n* = 18). (F) Bar graph showing Gene Ontology term analysis for biological processes (GO-BP) of the downregulated genes in 2-DG compared with PBS-treated gastruloids. FDR < 0.1. (G) Volcano plot showing the upregulated (green dots) and downregulated genes (magenta dots) in 2-DG-treated gastruloids. (cutoff for Log_2_FoldChange = −1.5, 1.5). (H–O′) Maximum intensity projections of HCR staining showing the expression patterns of *T/Bra* (H, *n* > 15), *Wnt3a* (I, *n* = 12), *Lef1* (J, *n* = 6), *Axin2* (K, *n* = 12), *Etv4* (L, *n* = 12), *Sox2* (M, *n* = 18), *Sox1* (N, n = 14), and *Hoxc6* (O, *n* = 10) in day 4 gastruloids treated with PBS (days 3–4) and *T/Bra* (H′, *n* > 15), *Wnt3a* (I′, *n* = 11), *Lef1* (J′, *n* = 6), *Axin2* (K′, *n* = 11), *Etv4* (L′, *n* = 12), *Sox2* (M′, *n* = 16), *Sox1* (N′, *n* = 12), and *Hoxc6* (O′, *n* = 10) in day 4 gastruloids treated with 2-DG (days 3–4). Scale bars, 2 mm for the overview images (A–B′) and 200 μm for the confocal images (D–E′ and H–O′). The blue staining denotes nuclei in all the confocal images.

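In the authors' deposited table for 2-DG, 961 of the 1961 transcripts passed the limit of 1.5 on the log2 scale. Of the 1724 genes that all 1961 transcripts belong to, 87.2% had a summed count that moved in the direction of the listed transcript. The summed count was past the limit for 12.4% of the genes and within 0.5 of 0 on the log2 scale for 60.0%. Of the 1724 genes, 1273 are listed with more than 1 transcript, and 66.14% of these were within 0.5 of 0. For the others the summed count is the listed transcript itself, which all but fixes its direction and size. For the 821 genes with a listed transcript past the limit, 75.6% moved in its direction. Of these 821, 25.7% had a summed count past the limit and 61.75% one within 0.5 of 0. The volcano plot labels 28 genes, of which 27 were tested. Of these, 19 were changed over all genes tested and 20 adjusted over the list alone, although the list was chosen on these libraries. *Dlx3* rose from 1.30 ± 0.26 CPM in 1× glucose to 7.91 ± 0.481 CPM (SD, n = 3 each), a log2 fold change of 2.6 (standard error 0.20, adjusted p = 5.12e-05, edgeR's quasi-likelihood test). *Chrd* rose by 0.79 over its 18 transcripts (standard error 0.19, adjusted p = 0.0189, same test), *Pax2* changed by −0.39 (standard error 0.26, adjusted p = 0.337) and *Dll1* by −0.03 (standard error 0.22, adjusted p = 0.939). *Chrd* lost its call in 4 of the 6 fits that left out 1 library, and *Dll1* changed sign in 3. Genes that were changed and moved the same way in all 3 passages were ranked by their fitted log2 fold change. The 5 highest were *Atp12a*, *Kctd8*, *Isx*, *Slc26a5* and *Gabrg1*. *Atp12a* had 0 counts in each 1× glucose library and 31, 22 and 31 counts in 2-DG, and was at least 11.1-fold higher. The 5 lowest were *Alms1-ps2*, *Gm38605*, *2700046A07Rik*, *Nlrc4* and *U90926*, each with 0 counts in all 2-DG libraries. Where a group has 0 counts only a bound is known, so these genes need not be those that changed most. *Alms1-ps2* had 125, 112 and 175 counts in 1× glucose and was at least 38.0-fold lower, and it also had 0 counts in the 0× glucose libraries. *2700046A07Rik*, with 38, 19 and 18 counts in 1× glucose, was at least 6.91-fold lower.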

**Figure 2:**
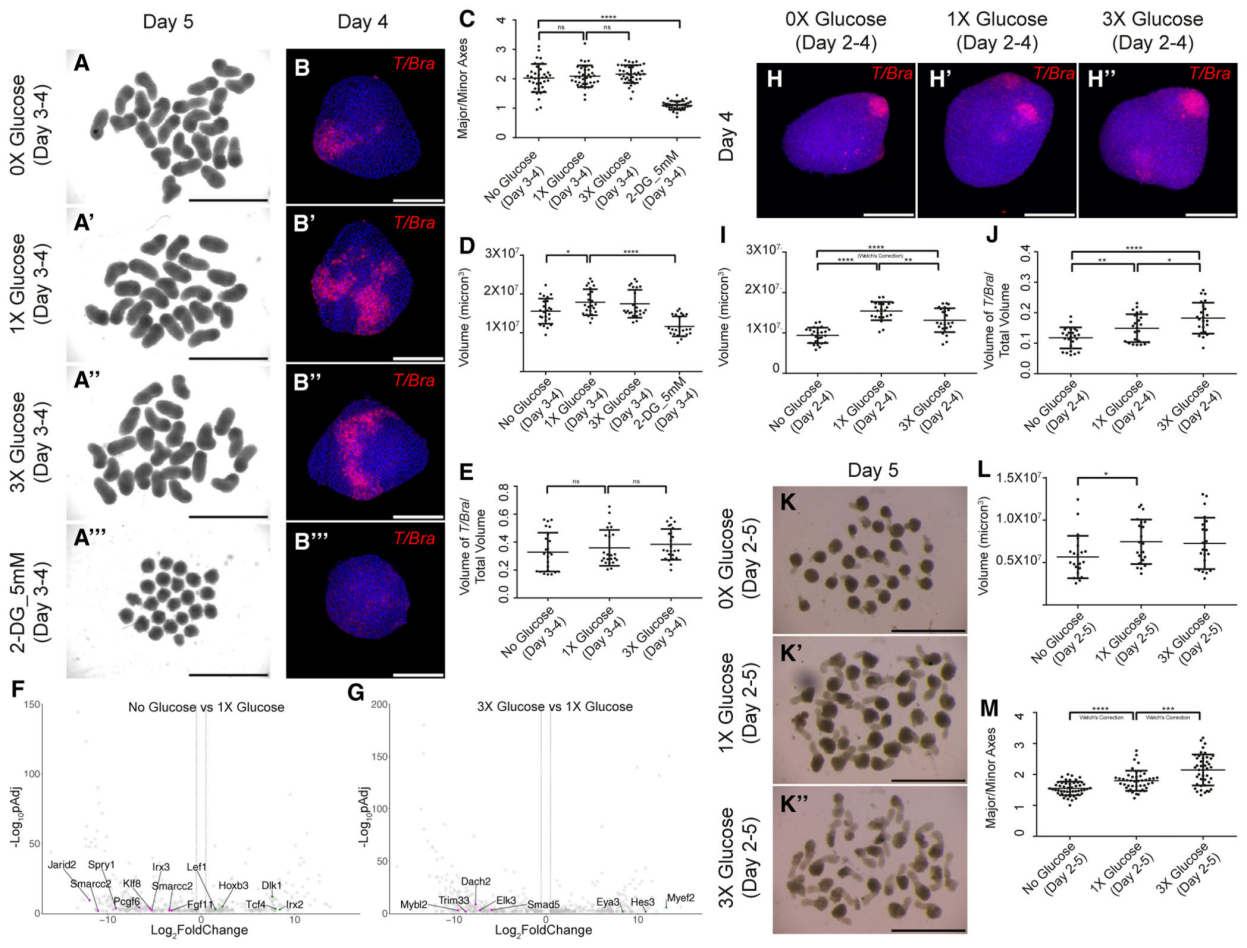
Complete removal of glucose did not affect mesoderm specification (A–A‴) Overview images showing day 5 gastruloids treated with 0× glucose (A), 1× glucose (A′), 3× glucose (A″), and 2-DG (A‴) between days 3 and 4 (*N* = 4). (B–B‴) Maximum intensity projections of the HCR staining showing the expression pattern of *T/Bra* in 0× glucose (B), 1× glucose (B′), 3× glucose (B″), and 2-DG (B‴)-treated gastruloids between days 3–4 (*N* = 3, *n* = 10 each experiment). (C) Graph showing the ratio of the major axis to minor axis of the gastruloids calculated from (A–A‴) images. (*N* = 2, 0× glucose *n* = 37, 1× glucose *n* = 36, 3× glucose *n* = 38, and 2-DG *n* = 37.) *p* values for 0× glucose vs. 1× glucose = 0.5286, for 1× glucose vs. 3× glucose = 0.3510, and for 0× glucose vs. 2-DG < 0.0001. Data represented as mean ± SEM. (D) Graph showing the volumes of the gastruloids treated with different concentrations of glucose and 2-DG between days 3–4 (0× glucose, 1× glucose, 3× glucose, and 2-DG, *N* = 3, *n* = 24). *p* values for 0× glucose vs. 1× glucose = 0.0194 and for 1× glucose vs. 2-DG < 0.0001. Data represented as mean ± SEM. (E) Graph showing the volume of the *T/Bra* expression domain normalized to the total volume of the gastruloids treated with different concentrations of glucose between days 3–4 (0×, 1×, and 3× glucose, *N* = 3, *n* = 24). *p* values for 0× vs. 1× glucose = 0.4332 and for 1× vs. 3× glucose = 0.4636. Data are represented as mean ± SEM. (F) Volcano plot showing the upregulated (green dots) and downregulated genes (magenta dots) in 0× glucose condition compared with 1× glucose. (cutoff for Log_2_FoldChange = −1.5, 1.5). (G) Volcano plot showing the upregulated (green dots) and downregulated genes (magenta dots) in 3× glucose condition compared with 1× glucose. (cutoff for Log_2_FoldChange = −1.5, 1.5). (H–H″) Maximum intensity projections of the HCR staining showing the expression pattern of *T/Bra* in 0× glucose (H, *N* = 3, *n* = 25), 1× glucose (H′, *N* = 3, *n* = 24), and 3× glucose (H″, *N* = 3, *n* = 24)-treated gastruloids. (I) Graph showing volumes of the gastruloids treated with different concentrations of glucose between days 2–4 (*N* = 3, 0× glucose *n* = 25, 1× glucose *n* = 23, and 3× glucose *n* = 24). *p* values for 0× glucose vs. 1× glucose < 0.0001, for 1× vs. 3× glucose = 0.0052, and for 0× vs. 3× glucose < 0.0001. Data are represented as mean ± SEM. (J) Graph showing the volume of *T/Bra* expression domain normalized to the total volume of the gastruloids treated with different concentrations of glucose between days 2–4 (*N* = 3, 0× glucose, n = 25; 1× glucose, *n* = 23; and 3× glucose, *n* = 23). *p* values for 0× glucose vs. 1× glucose = 0.0088, for 1× vs. 3× glucose = 0.0256, and for 0× vs. 3× glucose < 0.0001. Data represented as mean ± SEM. (K–K″) Overview images showing day 5 gastruloids treated with 0× glucose (A), 1× glucose (A′), and 3× glucose (A″) between days 2 and 5 (*N* = 3). (L) Graph showing volumes of the gastruloids treated with different concentrations of glucose between days 2–5 (*N* = 2, 0× glucose, *n* = 22; 1× glucose, *n* = 21; and 3× glucose *n* = 22). *p* values for 0× glucose vs. 1× glucose = 0.0262. Data are represented as mean ± SEM. (M) Graph showing the ratio of the major axis to minor axis of the gastruloids calculated from (K–K″) images. (*N* = 3, 0× glucose, *n* = 49; 1× glucose, *n* = 45; and 3× glucose, *n* = 43.) *p* values for 0× glucose vs. 1× glucose < 0.0001 and for 1× glucose vs. 3× glucose = 0.0002. Data are represented as mean ± SEM. Scale bars, 2 mm for the overview images (A–A‴ and K–K ″) and 200 μm for the confocal images (B–B‴ and H–H ″). The blue staining denotes nuclei in all the confocal images.

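In the authors' deposited table for 0× glucose, 487 of the 583 transcripts passed the limit of 1.5, with a median absolute log2 fold change of 5.94. Of the 446 genes that all 583 transcripts belong to, 95.3% had a summed count within 0.5 of 0 on the log2 scale. The summed count moved in the direction of the listed transcript for 59.6% of the genes. All 12 genes labeled in the volcano plot were tested. Their log2 fold changes lay between −0.20 and 0.18, and 0 were called, with a smallest adjusted p of 1 in edgeR's quasi-likelihood test. *Klf10*, which is not labeled, fell from 53.4 ± 2.27 CPM in 1× glucose to 28.2 ± 1.64 CPM in 0× glucose (SD, n = 3 each), a log2 fold change of −0.92 (standard error 0.07, adjusted p = 0.000706, same test). *Arrdc4*, a glucose-responsive gene like *Txnip*, fell from 71.3 ± 9.95 CPM to 39.6 ± 5.11 CPM (SD, n = 3 each), a log2 fold change of −0.85 (standard error 0.12, adjusted p = 0.132, same test). With the passage as a block *Arrdc4* was called (adjusted p = 0.00044, same test, range over the alternatives 1.61e-07 to 1).

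**Figure D4:**
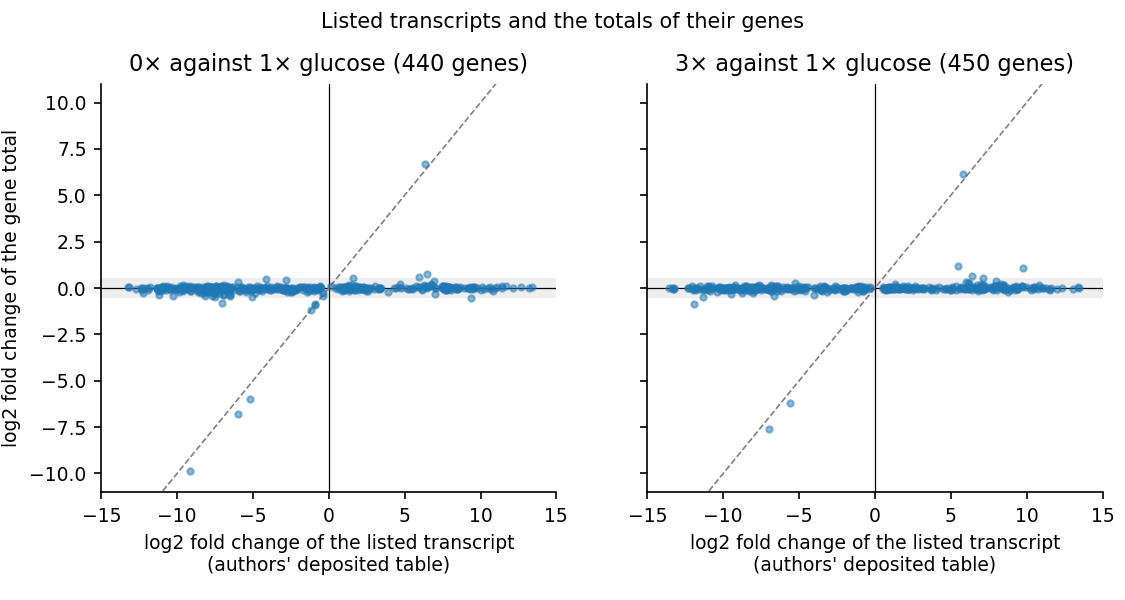
log2 fold change of each gene's summed count (vertical axis) against that of its transcript in the authors' deposited table (horizontal axis), for 0× glucose (left, 440 tested genes) and 3× glucose (right, 450 tested genes), each against 1× glucose. The grey band marks 0.5 on either side of 0 and the dashed line marks equal values. Most points lie in the grey band at any value of the listed transcript.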

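In the authors' deposited table for 3× glucose, 488 of the 575 transcripts passed the limit of 1.5, with a median absolute log2 fold change of 6.22. The summed count lay within 0.5 of 0 for 97.8% of the 452 genes, and it moved in the direction of the listed transcript for 55.8%. All 8 genes labeled in the volcano plot were tested, with log2 fold changes between −0.06 and 0.18, and 0 were called. *Trim33* had 166 ± 9.02 CPM in 1× glucose and 164 ± 5.53 CPM in 3× glucose (SD, n = 3 each), a log2 fold change of −0.02 (standard error 0.05). *Myef2* had 334 ± 30.3 CPM and 326 ± 31.6 CPM (SD, n = 3 each), a log2 fold change of −0.03 (standard error 0.09).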

**Figure 3:**
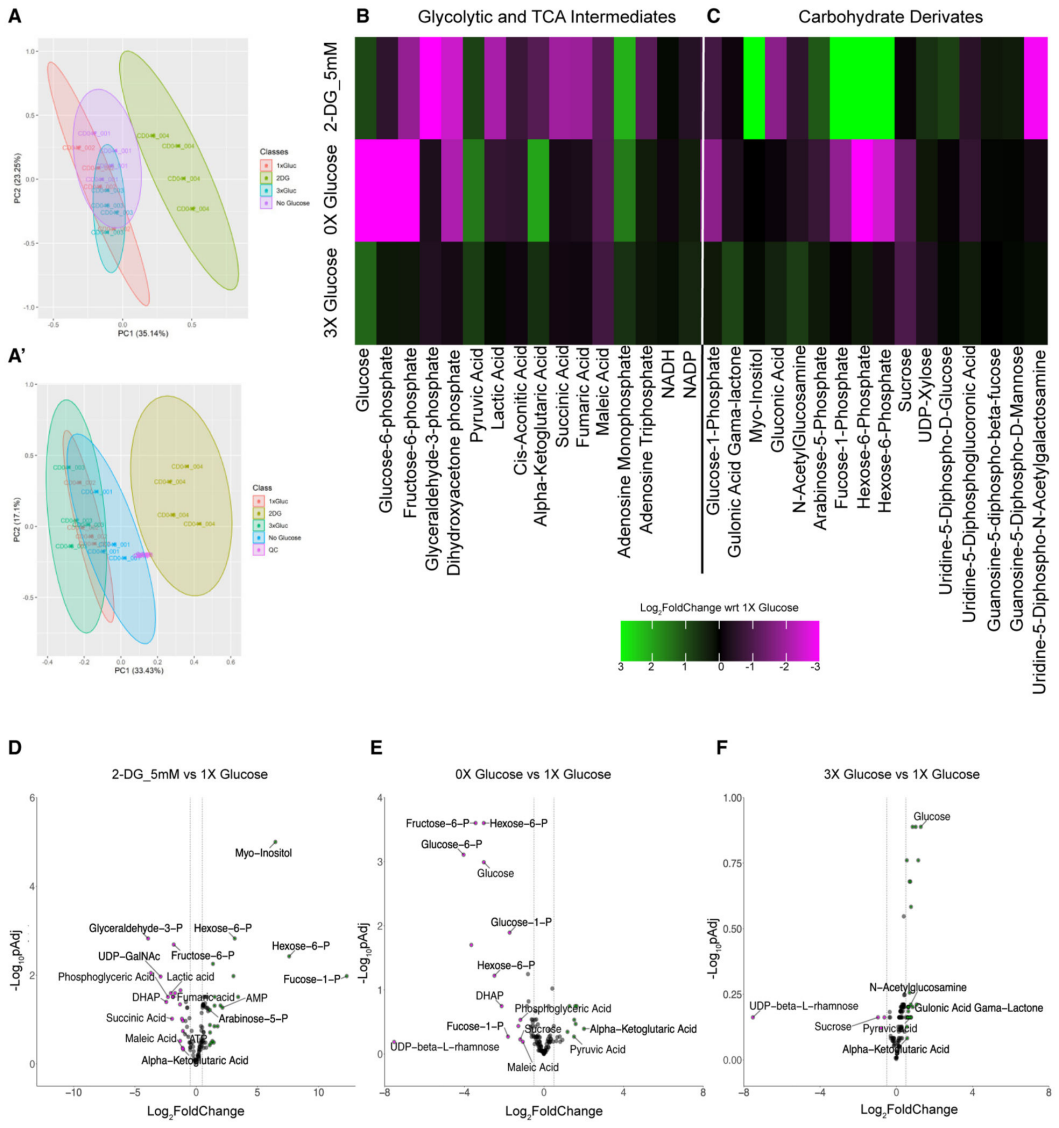
2-DG-treated gastruloids had a distinct metabolic signature compared with glucose-deprived gastruloids (A and A′) Variance scaled principal-component analysis of 4 classes (0× [001], 1× [002], 3× [003] glucose, and 2-DG_5 mM [004]) normalized to the total cell numbers in each class (A) and to signal of each metabolite normalized to the sum of all the signals within the sample (A′). The biological replicate numbers are denoted as CD41, CD42, CD43 and CD44. (B and C) Heatmap showing the Log_2_FoldChange in the level of glycolytic intermediates (B) and metabolites related to carbohydrate metabolism (C) in 0× glucose, 3× glucose, and 2-DG conditions, all compared with 1× glucose. (D–F) Volcano plot showing individual metabolites in lower abundance (magenta dots) and higher abundance (green dots) in 2-DG (D), 0× glucose (E), and 3× glucose (F), all compared with 1× glucose (cutoff for Log_2_FoldChange = −0.5, 0.5).

**Figure 4:**
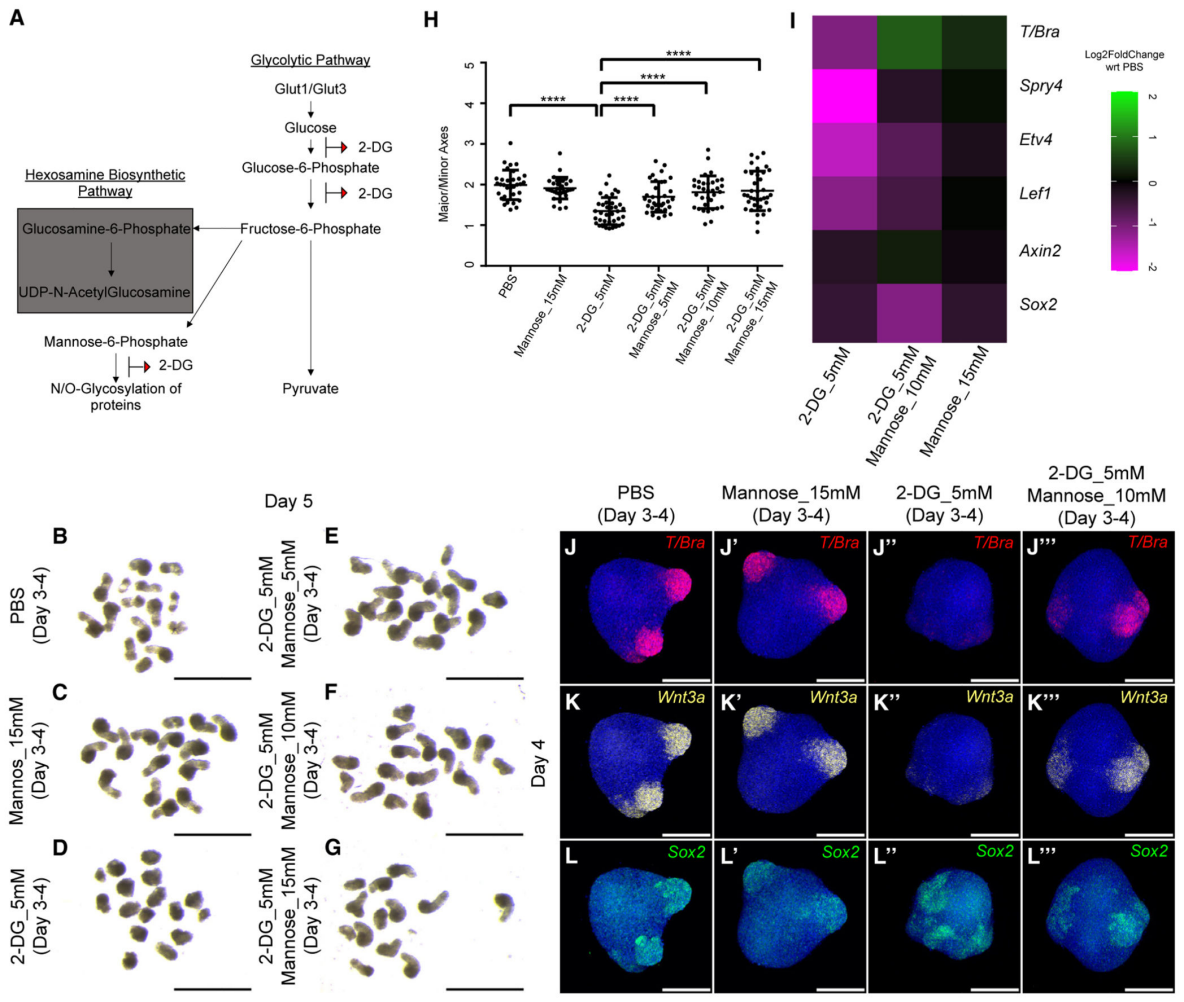
Mannose rescued the 2-DG-mediated phenotype (A) Schematic showing the glycolytic pathway and the targets of 2-DG. (B–G) Overview images showing day 5 gastruloids treated with PBS (B), Mannose_15 mM (C), 2-DG_5 mM (D), 2-DG_5 mM Mannose_5 mM (E), 2-DG_5 mM Mannose_10 mM (F), and 2-DG_5 mM Mannose_15 mM (G) between days 3–4 (*N* = 4). (H) Graph showing the ratio of the major axis to minor axis of the gastruloids calculated from (B–G) images (*N* = 3, PBS, *n* = 32; Mannose_15 mM, *n* = 33; 2-DG_5 mM, *n* = 37; 2-DG_5 mM Mannose_5 mM, *n* =35; 2-DG_5 mM Mannose_10 mM, *n* =34; 2-DG_5 mM Mannose_15 mM, *n* = 36). *p* values for PBS vs. 2-DG_5 mM < 0.0001, for 2-DG_5 mM vs. 2-DG_5 mM Mannose_5 mM < 0.0001, for 2-DG_5 mM vs. 2-DG_5 mM Mannose_10 mM < 0.0001, and for 2-DG_5 mM vs. 2-DG_5 mM Mannose_15 mM < 0.0001. Data are represented as mean ± SEM. (I) Heatmap showing the Log_2_FoldChange in the gene expression in 2-DG_5 mM, 2-DG_5 mM Mannose_10 mM and Mannose_15 mM compared with PBS-treated gastruloids (*N* = 2). (J–L‴) Maximum intensity projections of the HCR staining showing the expression patterns of *T/Bra* (J–J‴), *Wnt3a* (K–K‴), and *Sox2* (L–L‴) in PBS (J, K, and L: *N* = 2, *n* = 15); Mannose_15 mM (J′, K′, and L′: *N* = 2, *n* = 17); 2-DG_5 mM (J″, K″, and L″: *N* = 2, *n* = 19); and 2-DG_5 mM Mannose_10 mM (J‴, K‴, and L‴: *N* = 2, *n* = 20). Scale bars, 2 mm for the overview images (B–G) and 200 μm for the confocal images (J–L‴). The blue staining denotes nuclei in all the confocal images.

**Figure 5:**
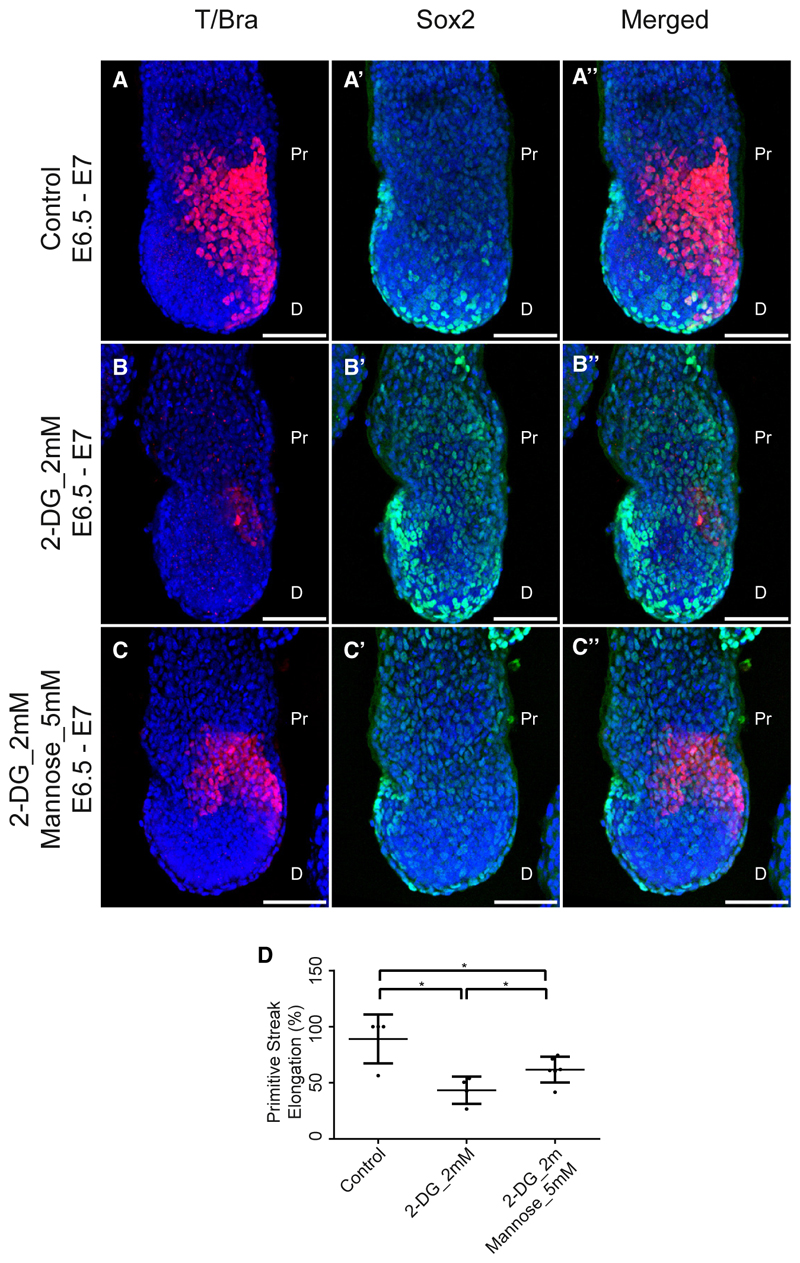
Mannose rescued 2-DG-mediated gastrulation phenotype *in vivo* mouse embryo (A–C″) Maximum intensity projections of the mouse embryos showing localization patterns of T/Bra (A–C), Sox2 (A′–B′), and both T/Bra and Sox2 merged (A″–C″) in controls (*N* = 2, *n* = 4) and in 2-DG_2 mM (*N* = 2, *n* = 4) and 2-DG_2 mM with Mannose_5 mM (*N* = 2, *n* = 6) conditions. (D) Graph showing the extent of primitive streak elongation in each condition. *p* values for control vs. 2-DG_2 mM = 0.0106, for control vs. 2-DG_2 mM Mannose_5 mM = 0.0308, and for 2-DG_2 mM vs. 2-DG_2 mM Mannose_5 mM = 0.0418. Data are represented as mean ± SEM. Scale bars, 100 μm for the confocal images (A–C″). Pr, proximal; D, distal. The blue staining denotes nuclei in all the confocal images.

**Figure 6:**
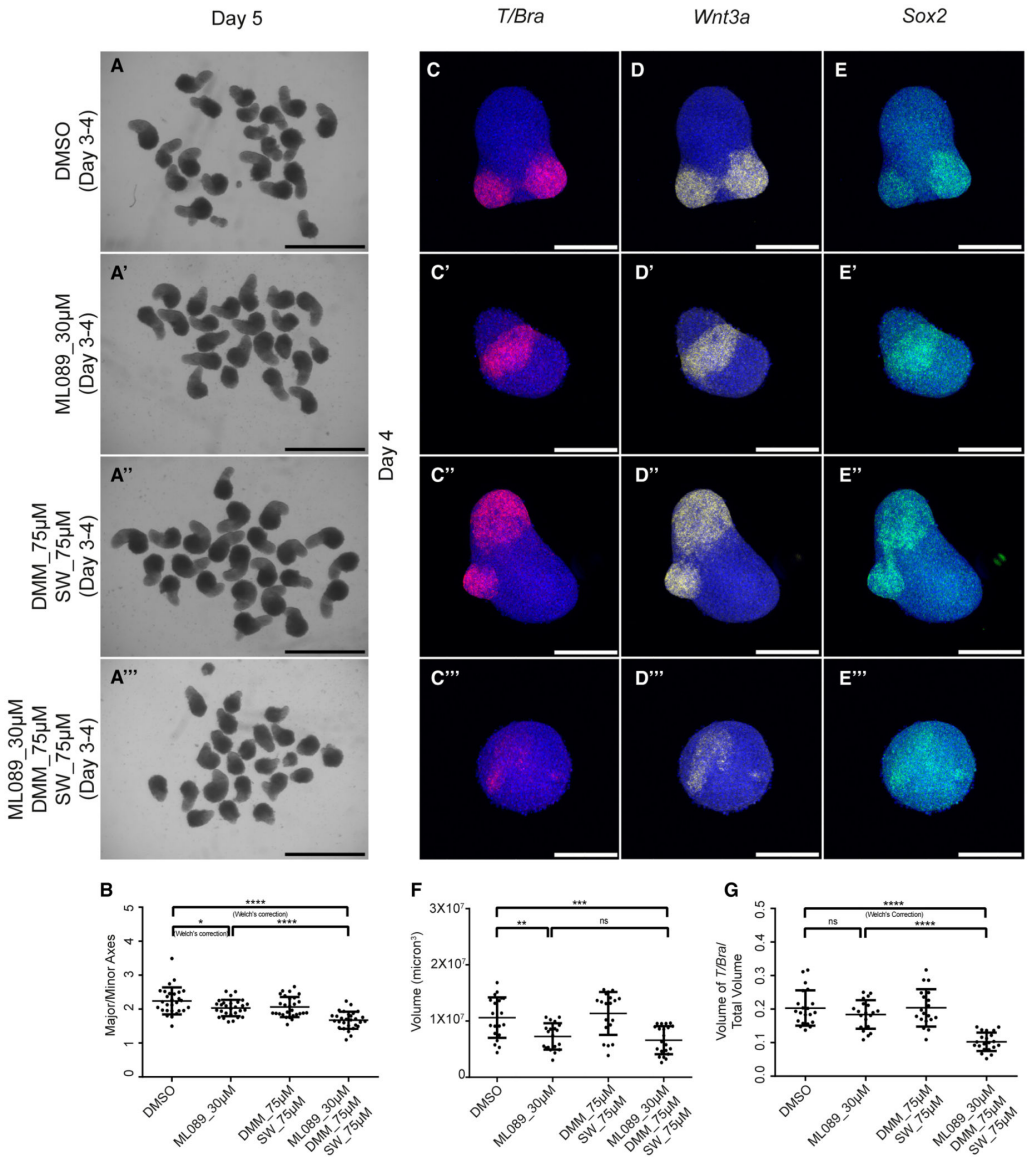
Depriving intracellular mannose affected mesoderm specification (A–A‴) Overview images showing day 5 gastruloids treated with DMSO (A), ML089_30 μM (A′), DMM_75 μM SW_75 μM (A″), and ML089_30 μM DMM_75 μM SW_75 μM (A‴) (*N* = 3). (B) Graph showing the ratio of the major axis to minor axis of the gastruloids calculated from (A–A‴) images. (*N* = 2, DMSO = 28, ML089_30 μM = 28, DMM_75 μM SW_75 μM = 28, and ML089_30 μM DMM_75 μM SW_75 μM = 29.) *p* values for DMSO vs. ML089_30 μM = 0.0211, for DMSO vs. ML089_30 μM DMM_75 μM SW_75 μM < 0.0001, and for ML089_30 μM vs. ML089_30 μM DMM_75 μM SW_75 μM < 0.0001. Data are represented as mean ± SEM. (C–E‴) Maximum intensity projections of the HCR staining in day 4 gastruloids showing the expression patterns of *T/Bra* (C–C‴), *Wnt3a* (D–D‴), and *Sox2* (E–E‴) in DMSO (C, D, and E: *N* = 2, *n* = 21); ML089_30 μM (C′, D′, and E′: *N* = 2, *n* = 20); DMM_75 μM SW_75 μM (C″, D”, and E″: *N* = 2, *n* = 19); and ML089_30 μM DMM_75 μM SW_75 μM (C‴, D‴, and E‴: *N* = 2, *n* = 21) conditions. (L) Graph showing the total volume of day 4 gastruloids in each condition (*N* = 2; DMSO, *n* = 21; ML089_30 μM, *n* = 20; DMM_75 μM SW_75 μM, *n* = 19; and ML089_30 μM DMM_75 μM SW_75 μM, *n* = 21.) *p* values for DMSO vs. ML089_30 μM = 0.0011, for DMSO vs. ML089_30 μM DMM_75 μM SW_75 μM = 0.0001, and for ML089_30 μM vs. ML089_30 μM DMM_75 μM SW_75 μM = 0.3886. Data are represented as mean ± SEM. (M) Graph showing the volume of *T/Bra* expression domain normalized to the total volume of day 4 gastruloids in each condition (*N* = 2; DMSO, *n* = 21; ML089_30 μM, *n* = 20; DMM_75 μM SW_75 μM, *n* = 19; and ML089_30 μM DMM_75 μM SW_75 μM, *n* = 21.) *p* values for DMSO vs. ML089_30 μM = 0.2052, for DMSO vs. ML089_30 μM DMM_75 μM SW_75 μM < 0.0001, and for ML089_30 μM vs. ML089_30 μM DMM_75 μM SW_75 μM < 0.0001. Data are represented as mean ± SEM. Scale bars, 2 mm for the overview images (A–A‴) and 200 μm for the confocal images (C–E‴). The blue staining denotes nuclei in all the confocal images. DMM, 1-deoxymannojirimycin; SW, swainsonine.

**Figure 7:**
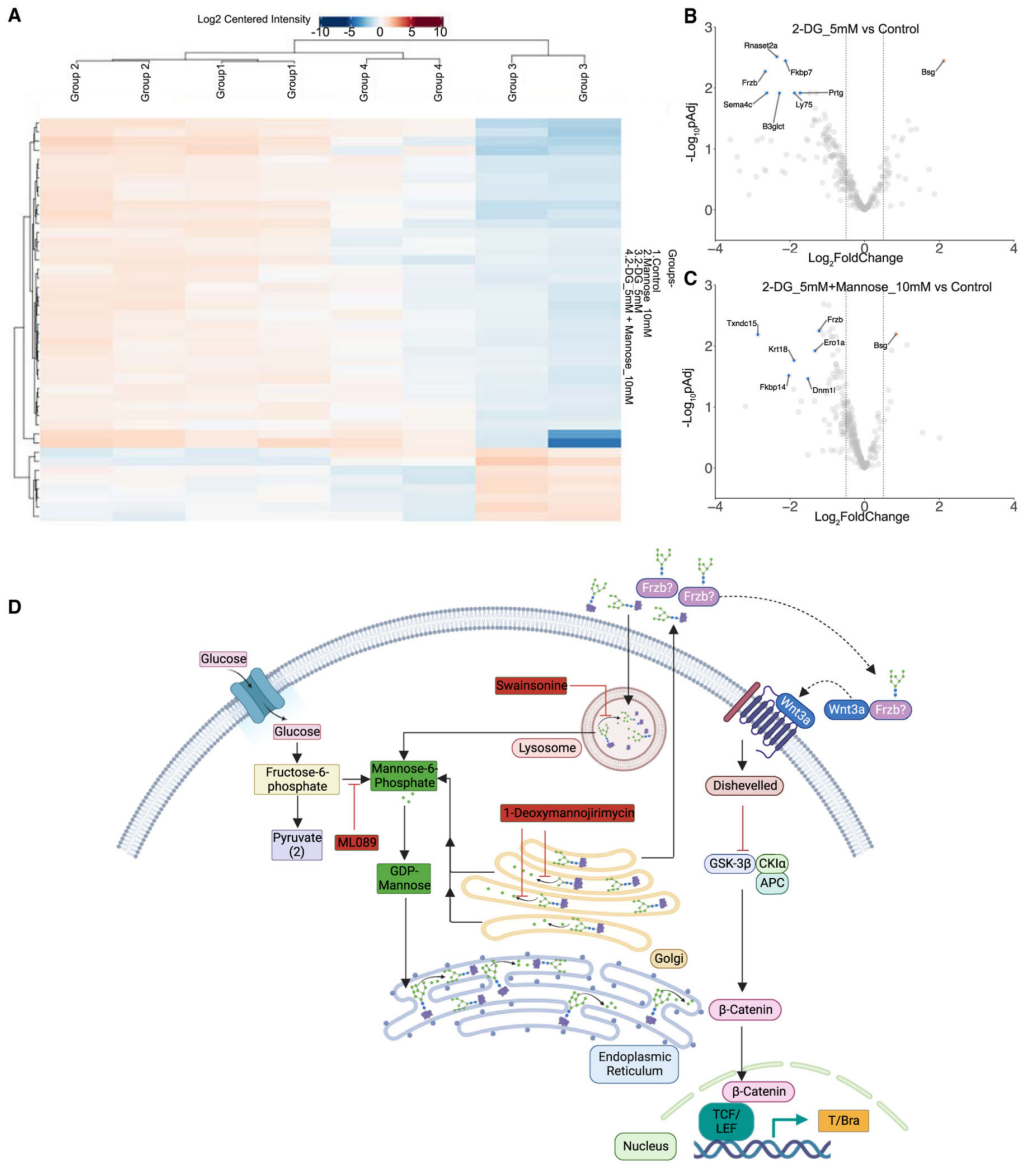
Proteomics analysis revealed 2-DG affecting glycosylation of a Wnt pathway regulator (A) Heatmap showing the abundance of total glycoproteins isolated and identified in each condition. (B and C) Volcano plot showing individual glycoproteins in lower (blue dots) and higher abundance (orange dots) in 2-DG_5 mM (B) and 2-DG_5 mM Mannose_10 mM (C) compared with control. (cut off for Log_2_FoldChange = −0.5, 0.5). (D) Schematic showing the working model of how mannose is crucial for mesoderm specification. Red boxes denote the inhibitors that block the production or recycling of mannose.

## Data Availability

The bulk RNA-seq data (GEO: GSE236887) have been deposited at the NCBI-GEO and are publicly available as of the date of publication. Metabolomics datasets (Datatrack_ID:4671, Study_ID:ST003120) have been submitted to National Institute Health (NIH) Common Fund’s National Metabolomics Data Repository (NMDR) website, Metabolomics Workbench and are publicly available as of the date of publication (MetabolomicsWorkbench: https://doi.org/10.21228/M86T69).^56^ All proteomic mass spectrometry data are referenced in ProteomeXchange (PXD048505) and can be accessed via MassIVE (MSV000093849) (ProteomeXchange: https://doi.org/10.25345/C5S756W60). Accession numbers and the DOIs for all these datasets are mentioned in the key resource table. Any additional information required to reanalyse the data reported in this work paper is available from the lead contact upon request.

# Supplementary material for: Mannose controls mesoderm specification and symmetry breaking in mouse gastruloids
**Source:** Dev Cell. Author manuscript; Available in PMC 2026 Apr 16.
**Supplement:** Supplemental Information

#### **SUPPLEMENTAL INFORMATION**

Supplemental information can be found online at <https://doi.org/10.1016/j.devcel.2024.03.031>.

How the deposited data were processed for this re-analysis (not part of the article)

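PolyA RNA of mouse gastruloids made from E14TG2a embryonic stem cells was sequenced on day 4, after treatment from day 3 to day 4 with 0×, 1× or 3× glucose (0, 21.25 and 63.75 mM) or with 5 mM 2-DG in 1× glucose. There are 12 libraries, 3 in each of 4 groups. The labels give each replicate of a group an embryonic stem cell passage, 13, 15 or 16, so that the replicate numbers pair the libraries of different groups. The pairing was checked on the deviations of the libraries from their group means. These correlated at 0.0963 to 0.623 across genes in the 18 pairs of libraries of 1 passage, and at no more than 0.191 in pairs of different passages and groups. Among transcripts with a mean of at least 10 counts, at most 9.67% of the values were identical between any pair of libraries. Fig. 1F names PBS as the control of 2-DG, whereas the libraries compared with 2-DG here are labelled 1× glucose.

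The authors deposited 1 file per library with the estimated counts of 120312 RefSeq transcripts, as StringTie apportioned the reads between transcripts, and all values are whole numbers. They were made by trimming with Trim Galore, alignment with HISAT2 and removal of duplicates with Picard, on the Galaxy platform. The versions, the genome build, the annotation and the parameters are not stated. The authors also deposited 3 tables of transcripts with log2 fold changes and adjusted p-values from DESeq2, for 2-DG, 0× and 3× glucose against 1× glucose. Which libraries and which design entered these fits is not stated.

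Transcripts were assigned to genes by their accessions in the RefSeq table of the assembly GRCm38.p6, which named all 120312 transcripts and 100% of the counts. The counts of the transcripts of a gene were added up, giving 38911 genes, of which 26382 had a count in any library. Depth per library is given with the first result. The 10 most abundant genes took 2.68% to 3.06% of the counts of a library. The counts were taken as they are, since rounding changes nothing. Genes were kept by edgeR's filterByExpr, which left 16966. A gene with no more than 3 counts in all libraries of a group was treated as at the detection floor, and its fold change is given as a bound against 3 counts.

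The 4 groups were fitted together in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization) without a term for the passage. Tests are two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. Standard errors of log2 fold changes of single genes were taken from the F statistic. Those of set medians were taken by resampling the genes of a set, so they leave out the variation between libraries. Comparisons were 2-DG, 0× and 3× glucose against 1× glucose, and 2-DG against 0× glucose. The common dispersion was 0.0316, and 0.0063 with the passage as a block. With the block, 7840 genes differed between passages.

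Gene sets were tested with camera of limma 3.58.1, with its preset correlation of 0.01 between genes, and adjusted over 45 tests of 15 sets in the 3 comparisons with 1× glucose. The sets are the primitive streak, presomitic and paraxial mesoderm, neural, pluripotency, FGF target, Wnt target, glycolysis, mannose metabolism and mannosidase, ATF4 target, ER chaperone and unfolded protein response, cholesterol synthesis and p53 target genes, and the Hox genes of paralog groups 1 to 4, 5 to 8 and 9 to 13. They were written from general knowledge of these genes, and no Gene Ontology annotation was used. Camera with an estimated correlation and fry were run beside it. Single genes named in the text are every gene that the paper names for the transcriptome in its text or in the labels of Figs. 1G, 2F and 2G, with *Slc2a1*, *Slc2a3*, *Frzb*, *Mpi*, the glucose-responsive genes *Txnip* and *Arrdc4* and members of the sets. To these come, for each comparison, the 5 genes with the highest and the 5 with the lowest fitted log2 fold change. They were taken among genes changed and moving the same way in all 3 passages.

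The authors' deposited tables were compared with the gene totals by the share of their genes whose total moved the same way, passed 1.5 on the log2 scale or lay within 0.5 of 0. They were also compared with a DESeq2 1.42.0 likelihood ratio test per transcript. GC content and transcript length were taken from the GENCODE M21 annotation of GRCm38 for 15665 of the tested genes (92.3%).

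The alternatives tried were no filter on low counts, a mean of at least 100 counts, the passage as a block, median-of-ratios factors in place of TMM, each gene's most abundant transcript alone, a fit of only the groups compared, DESeq2, leaving out each library in turn, and edgeR and DESeq2 tests per transcript. The filter at 100 counts and both tests per transcript were chosen after seeing the data.

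The fits were tested on simulated counts for the real genes, with 200 genes of at least 100 counts on average changed. Counts were drawn independently for each gene, with the same dispersion for all genes and no difference between passages. With a log2 fold change of 1, edgeR recovered 179 of the 200 genes (89.5%) among 16771 genes, and 5.79% of its calls were false. With a log2 fold change of 2, it recovered 200 among 16782 genes, and 3.38% of its calls were false. In these simulations DESeq2 recovered 178 and 200 genes, with 15.2% and 9.09% of its calls false. The likelihood ratio test per transcript was run only with a log2 fold change of 2, and it recovered 199 of 200 among 45677 transcripts, with 9.55% of its calls false. Camera, fry and camera with an estimated correlation each called the 1 set that was shifted by 0.5, and 0 of the 44 other tests. Since genes were drawn independently, this tests nothing about false calls where genes vary together.

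Raw reads were not in the files, so alignment and transcript assembly were not repeated. The Gene Ontology terms of Fig. 1F, the images, the metabolite and the glycoprotein data were not analysed here.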

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

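The tests of library size for *Txnip* and *Klf10*, of the number of transcripts for *Frzb*, of the most abundant genes for the 4 sets in 2-DG, and of leaving out 1 cell passage were chosen only after the result was seen. Each result below is a signal in genes that the paper does not discuss in its RNA sequencing data. In all of them GC content and transcript length were removed as a trend, which moved the log2 fold change of the median gene by 0.0347 in 2-DG and 0.0179 in 0× glucose. Median-of-ratios factors moved the median of all genes in 2-DG only from 0.0023 to −0.00017, which tests nothing about a few abundant genes. The 10 most abundant genes took at most 3.06% of the counts of a library, which can shift all other genes by at most 0.0449 on the log2 scale. Each group holds 1 library of each passage, so the passage as a block hardly moves a log2 fold change and tests nothing. Whether a difference rests on 1 passage was tested by leaving out each in turn. Standard errors of set medians describe the spread over the genes of a set and not the variation between libraries.

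In 2-DG against 1× glucose, the ER chaperone and unfolded protein response genes had a median log2 fold change of 1.169, and 17 of 17 were higher and changed (adjusted p = 1.21e-81, camera, 3 libraries against 3). This was the only set that was also called with an estimated correlation (adjusted p = 0.00664), and fry called it too (adjusted p = 2.62e-05). *Hspa5* rose from 625 ± 32.3 CPM to 1357 ± 153 CPM (SD, n = 3 each). The median was 1.165 (standard error 0.0742) with the trend on GC content and length removed, and at least 1.072 (standard error 0.0697) whichever passage was left out, with medians of 1.351, 1.168 and 0.960 in passages 13, 15 and 16. It was 1.042 (standard error 0.0871) against 0× glucose, whose libraries are smaller than those of 2-DG whereas those of 1× glucose are larger, which argues against library size. With plain library totals and less the shift that the 10 most abundant genes can give, it was 1.117 (standard error 0.0714). These values argue against each of these technical explanations, and a hypothesis left open is a response of the endoplasmic reticulum to 2-DG, an effect of 2-DG that the paper cites from earlier work and that may be present here.

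The ATF4 target genes had a median of 0.4977 in 2-DG, with 18 of 21 higher and 14 changed (adjusted p = 2.54e-10, camera, 3 libraries against 3). Fry also called this set (adjusted p = 0.00234), and camera with an estimated correlation did not (adjusted p = 0.124). The median was 0.483 (standard error 0.196) without the trend on GC content and length, 0.592 (standard error 0.162) against 0× glucose, at least 0.4602 (standard error 0.170) whichever passage was left out and 0.443 (standard error 0.178) with plain library totals, less the shift that the 10 most abundant genes can give. In passages 13, 15 and 16 it was 0.571, 0.631 and 0.361. GC content, library size, a single passage and a few abundant genes thus do not account for it, and an integrated stress response to 2-DG may be what is left, as a hypothesis. Some genes of this set are induced together with those of the unfolded protein response, and the sets were not tested against each other.

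The cholesterol synthesis genes had a median of 0.2322 in 2-DG, with 13 of 14 higher and 6 changed (adjusted p = 1.97e-05, camera, 3 libraries against 3). Fry also called them (adjusted p = 0.0178), and camera with an estimated correlation did not (adjusted p = 0.434). The median was 0.2375 (standard error 0.0469) without the trend on GC content and length, 0.1853 (standard error 0.0672) against 0× glucose, at least 0.2132 (standard error 0.0456) whichever passage was left out (0.324, 0.223 and 0.191 in passages 13, 15 and 16) and 0.1795 (standard error 0.0469) with plain library totals, less the shift that the 10 most abundant genes can give. These values argue against the same technical explanations. An effect of 2-DG on sterol synthesis stays open as a hypothesis.

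The p53 target genes had a median of 0.2427 in 2-DG, with 12 of 12 higher and 6 changed (adjusted p = 0.000534, camera, 3 libraries against 3). Fry also called them (adjusted p = 0.00674), and camera with an estimated correlation did not (adjusted p = 0.351). The median was 0.1831 (standard error 0.0663) without the trend on GC content and length, 0.3023 (standard error 0.0813) against 0× glucose, at least 0.1646 (standard error 0.0569) whichever passage was left out (0.146, 0.293 and 0.230 in passages 13, 15 and 16) and 0.188 (standard error 0.0568) with plain library totals, less the shift that the 10 most abundant genes can give. The trend on GC content accounts for part of the median but leaves it above 0 by more than its standard error over the genes of the set. That standard error does not cover the variation between libraries. A response to 2-DG stays open as a hypothesis.

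In 0× against 1× glucose, *Txnip* had a log2 fold change of −1.17 and *Klf10* one of −0.919, each lower in 3 of 3 passages. The call of *Txnip* was lost without 0× glucose replicate 1, 1× glucose replicate 1 or 1× glucose replicate 3. In a fit of only the groups compared neither was called (adjusted p = 0.325 for *Txnip* and 0.0943 for *Klf10*, edgeR's quasi-likelihood test). Over the alternatives the adjusted p-value ranged from 1.15e-15 to 0.325 for *Txnip* and from 2.69e-30 to 0.0943 for *Klf10*. Whichever passage was left out, *Txnip* was at −1.105 (standard error 0.0945) or lower and *Klf10* at −0.8718 (standard error 0.0487) or lower, and without the trend on GC content and length they were −1.163 and −0.9101. The 0× glucose libraries are smaller than those of 1× glucose, but in 2-DG, whose libraries are smaller too, *Txnip* and *Klf10* rose, by 0.8678 and 0.91 with the block. Among transcripts with at least 100 counts on average, the highest log2 fold change was −1.145 for *Txnip* (2 transcripts) and −0.9118 for *Klf10* (1 transcript). This decides nothing about reads that moved between transcripts of a gene, since the total is their sum. A response of both genes to the glucose supply stays open as a hypothesis.

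*Frzb*, which the paper studies as a glycoprotein, fell from 85.98 ± 29.4 CPM to 30.8 ± 7.07 CPM in 2-DG (SD, n = 3 each), a log2 fold change of −1.478 (standard error 0.351, adjusted p = 0.0165, edgeR's quasi-likelihood test, lower in 3 of 3 passages). The call was lost without 2-DG replicate 1, 2-DG replicate 2, 1× glucose replicate 2 or 1× glucose replicate 3, and the adjusted p-value ranged from 1.83e-06 to 0.066 over the alternatives. In 0× and 3× glucose its log2 fold change was 0.11 and 0.04. It was −1.365 (standard error 0.105) or lower whichever passage was left out, −1.453 without the trend on GC content and length, and −1.584 in 2-DG against 0× glucose, which argues against a single passage, GC content and library size. It is listed as 1 transcript, so no reads can have moved to another. A lower share of presomitic and paraxial mesoderm cells cannot be told apart from lower expression per cell. That set had a median of −0.1248 with members that went both ways. The paper cites expression of *Frzb* in the primitive streak. The primitive streak genes had a median of −1.09 in 2-DG, with 10 of 14 lower and 4 higher, so a lower share of such cells is not excluded either. Whether the lower transcript level is linked to glycosylation was not analysed here.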

How the results depend on the processing

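The filter at a mean of 100 counts and both tests per transcript were chosen after seeing the data. Alternatives written for TPM or FPKM values (the pseudocount, FPKM, filters on TPM, eBayes without a trend) were not run, since the files hold counts. In each change below the cause was not tested, unless stated.

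With median-of-ratios factors, 38 of 38 results for single genes and 22 of 22 results for sets, over all comparisons, kept their direction and their side of the threshold. Over the alternatives other than leaving out libraries, single genes gave the same result in 232 settings, a weaker one in 14, a stronger one in 8 and a reversed one in 8. The most abundant transcript alone gave 11 of the weaker and 7 of the reversed ones.

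With the passage as a block, 7001 genes changed in 2-DG against 1× glucose and 7305 against 0× glucose, in each case with all genes called without the block among them. The residual variation was smaller with the block (common dispersion 0.0063 against 0.0316). It also called *Sox2*, *Lef1*, *Axin2* and *Slc2a1* in 2-DG, *Arrdc4* in 0× glucose, the neural genes in 2-DG and 4 sets in 3× glucose in place of 2 (the Wnt target genes and the Hox genes of groups 5 to 8 were added). The glycolysis genes in 2-DG changed their direction (adjusted p = 0.731, camera, against 0.903). The presomitic and paraxial mesoderm genes were called in 0× glucose. The block changed no other call among the 38 results for single genes and those for the sets.

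Without a filter on low counts, 1 set was called in 3× glucose and *Eya1* in 2-DG was at −0.0068 in place of 0.0043. With a mean of at least 100 counts, 82 genes passed 1.5 in 2-DG, 80 of them among the 241, because genes with low counts were not tested. In a fit of only the groups compared, 1896 genes changed in 2-DG and 0 in 0× glucose (176 with an unadjusted p-value under 0.05), with fewer libraries to estimate the variation.

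With the most abundant transcript alone, 653 genes changed in 2-DG, 130 passed 1.5 (105 of them among the 241), and 775 changed against 0× glucose. In 0× glucose 2 genes passed 1.5, and in 3× glucose 2 changed and 1 passed 1.5. It called 2 sets in 0× glucose and 1 in 3× glucose. The calls of *T*, *Noto*, *Sox1*, *Etv4*, *Hoxb3*, *Hoxc6*, *Hoxc9* and *Frzb* in 2-DG, of *Txnip* and *Klf10* in 0× glucose and of *T* between 2-DG and 0× glucose were lost. *T*, *Noto*, *Sox1*, *Hoxc9* and *Frzb* have counts in only 1 transcript, so their own counts were unchanged here. Their calls were thus not lost by the choice of transcript for these genes, but through the other genes of the fit. The direction reversed for *Etv1* (0.14), *Pax2* (2.05), *Chrd* (−0.13) and *Mpi* (0.37) in 2-DG, *Jarid2* (−0.46) and *Dlk1* (−0.45) in 0× glucose and *Trim33* (1.12) in 3× glucose, and for the cholesterol synthesis genes in 0× glucose (adjusted p = 0.95, camera).

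DESeq2 called 12 genes in 0× glucose, 7 of them higher and 2 past 1.5, and 2 in 3× glucose, 1 of them past 1.5. The edgeR test per transcript called transcripts of 131 genes in 2-DG, of which 36 passed 1.5 (14 of them among the 241), 195 against 0× glucose, 5 in 0× glucose, of which 5 passed 1.5, and 2 in 3× glucose, of which 2 passed 1.5. The likelihood ratio test per transcript called transcripts of 1717 genes in 2-DG (1044 among the 2990), with 817 past 1.5 (148 among the 241), of 446 genes in 0× glucose (387 past 1.5) and of 452 in 3× glucose (388 past 1.5).

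Fry called 0 sets in 0× and 0 in 3× glucose, and camera with an estimated correlation called 1 set in 2-DG, 0 in 0× and 0 in 3× glucose, against 10, 5 and 2 with the preset correlation. The p53 target genes were under 0.05 in limma's fry before adjustment, with p-values of 0.033 in 0× and 0.0214 in 3× glucose.

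Of the genes in the authors' deposited table for 2-DG, 10.2% had a total past 1.5 when only genes that passed the filter were taken. When only transcripts past 1.5 were taken, 75.6% moved the same way and 25.7% had a total past 1.5. These shares include genes listed with 1 transcript, whose total is that transcript. For 0× glucose, 0.909% were past 1.5 and 97.3% within 0.5 of 0 among genes that passed the filter.

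Across the 6 fits that each left out 1 library, 1734 (without 1× glucose replicate 2) to 2352 genes changed in 2-DG. There were 1960 without 2-DG replicate 1 and 1738 without 2-DG replicate 2. From 155 (without 2-DG replicate 1) to 267 genes passed 1.5. In 0× glucose 1 (without 0× glucose replicate 1, and without 1× glucose replicate 3) to 3 genes changed, and 0 to 1 passed 1.5 (1 without 0× glucose replicate 2). From 2051 (without 0× glucose replicate 2) to 2619 genes changed between 2-DG and 0× glucose, with 2136 without 2-DG replicate 1 and 2072 without 2-DG replicate 2. In 3× glucose 0 genes changed in each, and 178 had an unadjusted p-value under 0.05 with all libraries. Fewer libraries leave less power, and the passages are then unbalanced between the groups. Beyond that the cause was not tested.

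In the same fits the log2 fold change changed sign for genes near 0. The ranges in 2-DG were −0.41 to 0.34 for *Eya1*, −0.12 to 0.011 for *Etv1*, −0.20 to 0.15 for *Dll1* and −0.19 to 0.72 for *Slc2a3*. In 0× glucose they were −0.53 to 0.27 for *T*, −0.059 to 0.076 for *Jarid2* and −0.12 to 0.41 for *Dlk1*, and in 3× glucose −0.16 to 0.48 for *T*, −0.12 to 0.035 for *Myef2* and −0.061 to 0.0018 for *Trim33*. The adjusted p-value (camera) ranged from 0.0898 to 0.967 for the glycolysis genes in 2-DG and from 0.00135 to 0.902 for the cholesterol synthesis genes in 0× glucose. From 3 (without 1× glucose replicate 3) to 6 sets were called in 0× glucose and from 2 to 6 (without 1× glucose replicate 1) in 3× glucose, with 5 without 3× glucose replicate 2. The neural genes in 2-DG were called without 1× glucose replicate 1 or 2, or 2-DG replicate 2 or 3 (adjusted p from 0.00978 to 0.0421, camera). With all libraries they were also called with a mean of at least 100 counts (adjusted p = 0.00303, camera) and in a fit of only the groups compared (adjusted p = 0.0328, camera).

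Depth limits the genes with few counts. *Noto* and *Dbx1* were at the floor of 3 counts in 1 of the groups compared, and only 6 of the 16 listed Hox genes of groups 9 to 13 passed the filter, so the others were not tested.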

Differences from the paper's values

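In each case below the paper's value is a position in a volcano plot, read by eye, and the value given here is the log2 fold change of the summed transcripts of the gene. None of the 12 alternatives set before the data were examined closed any of the gaps. DESeq2's likelihood ratio test per transcript, which was chosen after seeing the values, gave a transcript within the paper's value for each of these genes.

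For 2-DG against 1× glucose, the paper's log2 fold change of *Etv1* was about −8.4 in Fig. 1G, read by eye, against −0.061 here (−8.42 in the test per transcript). For *Lef1* the paper's value was about −2.1 in Fig. 1G, read by eye, against −0.42 (−2.09 per transcript). For *Dll1* it was about −2.7 in Fig. 1G, read by eye, against −0.035 (−2.73 per transcript), and for *Pax2* about −6.9 in Fig. 1G, read by eye, against −0.39 (−6.94 per transcript). For *Eya1* it was about 5.6 in Fig. 1G, read by eye, against 0.0043 (5.61 per transcript), and for *Chrd* about 8.2 in Fig. 1G, read by eye, against 0.79 (8.24 per transcript). For *Hoxb3* it was about 2.7 in Fig. 1G, read by eye, against −0.32, which is the opposite direction (2.69 per transcript).

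For 0× against 1× glucose, the paper's value of *Jarid2* was about −12 in Fig. 2F, read by eye, against 0.032 (−11.94 per transcript), and that of *Dlk1* about 7.6 in Fig. 2F, read by eye, against 0.15 (7.596 per transcript). For 3× against 1× glucose, the paper's value of *Myef2* was about 13 in Fig. 2G, read by eye, against −0.033 (13.09 per transcript), and that of *Trim33* about −8.7 in Fig. 2G, read by eye, against −0.018 (−8.73 per transcript).

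The paper lists *Dbx1* among the genes higher in 2-DG. It was too low for the filter here and was called without the filter (adjusted p = 0.0282, edgeR's quasi-likelihood test) and in the test per transcript chosen after seeing the values. The paper lists *Eya1* as higher and *Etv1* as lower in 2-DG, and neither total was called here (adjusted p = 0.997 and 0.641, same test) or under the alternatives with gene totals, while the likelihood ratio test per transcript called 1 transcript of each. The paper lists *Lef1* as lower in 2-DG, and also reports it as reduced by in situ hybridization and by qPCR. Its total was not called (adjusted p = 0.493, same test), but it was with the passage as a block (adjusted p = 0.00901) and with the most abundant transcript alone (−1.77, adjusted p = 0.0415), with a range over the alternatives of 0.00901 to 0.882. The likelihood ratio test per transcript called 3 of its transcripts.

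By in situ hybridization and by qPCR the paper reports no effect of 2-DG on *Axin2*. Its log2 fold change here was −0.45 (adjusted p = 0.063, edgeR's quasi-likelihood test), and it was called as lower with the passage as a block, with DESeq2 and without 2-DG replicate 3. The paper reports *Sox2* as unchanged by the same 2 methods. Its log2 fold change here was 0.52 (adjusted p = 0.595, same test), and it was called as higher with the passage as a block. The deposited table for 0× glucose holds log2 fold changes of 1× over 0× glucose, while Fig. 2F shows 0× over 1× glucose.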

Other observations

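The tests of reads moving between transcripts of a gene, of the libraries separating by passage, and of library size, the shared control and the passage for the p53 target genes in 0× and 3× glucose were chosen only after the result was seen.

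Of the 10 splits of the 6 libraries of 2-DG and 1× glucose into 3 and 3, 1 gave at least 2990 genes, the real one, and the other 9 gave 0 to 1. For genes past 1.5 on the log2 scale this was also 1 of 10. For 2-DG against 0× glucose it was 1 of 10, with 3207 genes against 0 to 1. For 0× against 1× glucose the real split was the 1 of 10 with 2 genes, and for genes past 1.5 all 10 gave at least the real count of 0. For 3× glucose 10 of 10 splits gave at least the real count of 0 genes, at either limit. With 10 splits the share cannot fall below 0.1. The 3 other splits that part all 3 pairs of passages gave 107 to 189 genes with an unadjusted p-value under 0.05 for 2-DG (5376 in the real split), 130 to 186 for 0× glucose (306) and 62 to 105 for 3× glucose (178). Each of these exchanges the labels of 1 passage.

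The likelihood ratio test per transcript, which the authors' deposited tables match, called 1952 transcripts for 2-DG, and 1 of the 10 splits gave as many, with 460 to 635 in the others. For 0× glucose 6 of 10 splits gave at least the 583 transcripts of the real split (450 to 729 in the others), and for 3× glucose 6 of 10 gave at least 575 (505 to 704). Among the 3 other splits that part all pairs the counts were 460 to 535, 450 to 548 and 505 to 514. The others, which leave libraries of 1 passage on the same side, also carry differences between passages.

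A candidate explanation for the calls of single transcripts is that StringTie assigned the reads of a gene to different transcripts in different libraries. Of the genes in the authors' deposited tables with more than 1 transcript, 66.14% of 1273 had a total within 0.5 of 0 on the log2 scale in 2-DG, 96.58% of 438 in 0× glucose and 98.66% of 448 in 3× glucose. Transcripts with at most 3 counts in all 3 libraries of one of the groups compared and at least 10 in all 3 of the other made up 15.5% of the transcripts in the table for 2-DG, 45.5% for 0× glucose and 44.2% for 3× glucose. Of these, 81.25%, 83.77% and 86.22% had at most 3 counts in 1 or more libraries and at least 10 in others of a group that was not compared. Both results are consistent with this explanation, and a change in the use of transcripts by treatment was not excluded.

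Libraries separate by cell passage. With the block, 7084 genes differed between passages 15 and 13, 6817 between 16 and 13, and 713 between 16 and 15. The median library size differed by 1792108 counts between passages 15 and 13 and by 3482788 between 16 and 15, so library size does not account for the larger number. Each passage is 1 set of libraries, so cell passage cannot be told apart from a batch of culture, library preparation or sequencing that goes with it.

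A hypothesis that 0× glucose acts as a weaker form of 2-DG was tested on the 2586 genes changed by 2-DG against 3× glucose. Of these, 51.12% had the same sign in 0× against 1× glucose, and the 3 other splits that part all pairs gave 51.62%, 45.67% and 45.75%. This does not bear the hypothesis out. *Txnip*, *Klf10* and *Arrdc4* rose in 2-DG, by 0.87, 0.91 and 0.93 on the log2 scale, and fell in 0× glucose. A hypothesis, made from these values, is that a glucose-responsive program is raised by 2-DG and lowered without glucose, which 51.12% leaves open.

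The p53 target genes were lower in 0× glucose (12 of 12 genes, median −0.1389 with the passage as a block) and higher in 3× glucose (12 of 12, median 0.1459), although both groups have smaller libraries than 1× glucose, which argues against library size. Against each other, without the shared control, 3× glucose was higher than 0× glucose by a median of 0.2848 (standard error 0.0571, 12 of 12 genes), and by 0.2858 (standard error 0.0593) without the trend on GC content and length, which moved the median gene by 0.0106. In passages 13, 15 and 16 it was 0.187, 0.349 and 0.245, and it was at least 0.2402 (standard error 0.0462) whichever passage was left out. No single gene of the set was called against 1× glucose in either comparison. A dependence on the glucose concentration may explain this, as a hypothesis.

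Camera also called the ER chaperone and unfolded protein response (median 0.09, 16 of 17 genes higher, adjusted p = 6.53e-06), cholesterol synthesis (0.06, 10 of 14 higher, adjusted p = 0.0451) and pluripotency genes (−0.29, 8 of 9 lower, adjusted p = 0.000148) in 0× glucose. Neither fry nor an estimated correlation did. Leaving out 1 library lost the cholesterol synthesis genes in 4 fits, and the pluripotency genes without 0× glucose replicate 2 (adjusted p = 0.0717, camera). In 2-DG the pluripotency genes had a median of 0.04 (adjusted p = 0.581, camera), and the mannose metabolism and mannosidase genes one of 0.08, with 16 of 26 higher and 6 changed (adjusted p = 0.129, camera), which fry called (adjusted p = 0.0101). *Mpi* had a log2 fold change of −0.03, *Slc2a1* one of 0.49 (adjusted p = 0.401, edgeR's quasi-likelihood test) and *Slc2a3* one of 0.16 (adjusted p = 0.871, same test). With the passage as a block *Slc2a1* was called (0.48, adjusted p = 1.75e-05, range over the alternatives 1.75e-05 to 0.884, higher in 3 of 3 passages). Without the block its log2 fold change ranged from 0.11 without 2-DG replicate 1 to 0.84 without 1× glucose replicate 1. In such fits the passages are unbalanced between the groups.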
